# The Sensing Liver: Localization and Ligands for Hepatic Murine Olfactory and Taste Receptors

**DOI:** 10.3389/fphys.2020.574082

**Published:** 2020-10-06

**Authors:** Ryan Kurtz, Lily G. Steinberg, Madison Betcher, Dalton Fowler, Blythe D. Shepard

**Keywords:** olfactory receptors, taste receptors, liver, terpene, pyrazine

## Abstract

Sensory receptors, including olfactory receptors (ORs), taste receptors (TRs), and opsins (Opns) have recently been found in a variety of non-sensory tissues where they have distinct physiological functions. As G protein-coupled receptors (GPCRs), these proteins can serve as important chemosensors by sensing and interpreting chemical cues in the environment. We reasoned that the liver, the largest metabolic organ in the body, is primed to take advantage of some of these sensory receptors in order to sense and regulate blood content and metabolism. In this study, we report the expression of novel hepatic sensory receptors – including 7 ORs, 6 bitter TRs, and 1 Opn – identified through a systematic molecular biology screening approach. We further determined that several of these receptors are expressed within hepatocytes, the parenchymal cells of the liver. Finally, we uncovered several agonists of the previously orphaned hepatic ORs. These compounds fall under two classes: methylpyrazines and monoterpenes. In particular, the latter chemicals are plant and fungal-derived compounds with known hepatic protective effects. Collectively, this study sheds light on the chemosensory functions of the liver and unveils potentially important regulators of hepatic homeostasis.

## Introduction

Sensory receptors including olfactory (ORs) and taste receptors (TRs), and photo opsins (Opns) are 7-transmembrane domain G protein-coupled receptors (GPCRs) that have well known functions in the olfactory epithelium, taste buds, and eyes, respectively. Recently, these proteins have also been shown to have important roles in other tissues as well. For example, ectopically expressed ORs have been found throughout the body including the testis (Feldmesser et al., 2006; Kang and Koo, 2012), heart (Feldmesser et al., 2006; Kang and Koo, 2012; Flegel et al., 2013), kidney (Feldmesser et al., 2006; Kang and Koo, 2012; Pluznick and Caplan, 2012; Flegel et al., 2013; Rajkumar et al., 2014; Halperin Kuhns et al., 2019), brain (Feldmesser et al., 2006; Kang and Koo, 2012; Flegel et al., 2013), thyroid (Feldmesser et al., 2006; Flegel et al., 2013), and pancreas (Feldmesser et al., 2006; Kang and Koo, 2012), while TRs and Opns have also been identified in the airway epithelium (Li, 2013; Gilca and Dragos, 2017), large and small intestine (Li, 2013; Gilca and Dragos, 2017), adrenal glands (Halford et al., 2001; Li, 2013), and kidney (Halford et al., 2001). While the physiological relevance of these receptors is continuing to emerge, many of these ‘extra sensory’ localizations have been linked to physiological and pathophysiological functions (Spehr et al., 2003; Neuhaus et al., 2009; Sharma et al., 2017; Abaffy et al., 2018; Massberg and Hatt, 2018; Lee et al., 2019; Tole et al., 2019). Work from our laboratory has focused on the characterization of renal OR Olfr1393 and its role in glucose handling (Shepard et al., 2016, 2019) and diabetes (Shepard et al., 2019). ORs have also been shown to function in the regulation of adiposity, blood pressure, and carcinoma proliferation (Pluznick et al., 2013; Massberg et al., 2015; Wu et al., 2015). TRs have been implicated in glucose and lipid metabolism (Halford et al., 2001; Wu S. et al., 2019) as well as bronchodilation (Deshpande et al., 2010) and Opns have proposed extraocular functions such as rhythmic clock-gene expression and sperm thermotaxis (Leung and Montell, 2017).

The liver is the largest metabolic organ, and it is tasked with regulating whole-body homeostasis by sensing and detoxifying xenobiotics, producing and metabolizing glucose, synthesizing and secreting bile acids, and removing bacteria from the blood. Therefore, the liver appears to be primed to take advantage of these sensory GPCRs. Indeed, several metabolites, including intermediates of the citric acid cycle have been shown to target GPCRs in the gut and liver to modulate metabolism, lending credence to the potential for hepatic sensory receptors to have pertinent physiological functions (He et al., 2004). In addition, major urinary proteins (MUPs), which are secreted by the liver and excreted into the urine, bind to volatile chemicals to regulate their circulation and trigger adaptive physiological responses. In particular, MUP1 has been shown to regulate glucose and lipid metabolism further supporting the notion that volatile compounds (many of which are detected by ORs) can elicit physiological action (Zhou and Rui, 2010). In particular, cholangiocytes are a likely candidate for functional OR expression, as the cilia of these epithelial cells are already known to have a chemosensory role (Mansini et al., 2019).

Recently, several groups have identified functions for hepatic ORs. For example, Olfr734 responds to the hormone Asprosin, which triggers glucose production via gluconeogenesis in the liver (Li et al., 2019). Olfr544, which has been found to be highly expressed in both liver and adipose tissue, can trigger lipolysis upon activation in diabetic mice (Wu et al., 2017). Finally, human ORs, OR10J5 and OR1A1, have been found in liver hepatoma cell lines and appear to contribute to triglyceride metabolism (Wu et al., 2015; Tong et al., 2017).

While there have been individual reports of ectopically-expressed sensory receptors, there has yet to be a more wide-scale screen for ORs, TRs, and Opns in the liver. Here we describe the systematic identification and characterization of murine hepatic sensory receptors. Using custom-made TaqMan arrays and a confirmatory molecular biology approach, we have identified a total of 30 sensory receptors expressed in the murine liver. Further analysis of the highest expressing ORs and TRs has revealed a hepatic localization and the deorphanization of two ORs. Ligand profiles reveal that one of these receptors responds to monoterpenes, plant-based metabolites with known hepatic protective effects, while the other responds to methylated pyrazines, an under-researched class of odorants. Collectively, this data expands on the known “sensory” functions of the liver and sheds light into the physiological relevance of these newly identified extra nasal ORs.

## Materials and Methods

### Liver Harvesting and RNA Isolation

C57Bl/6 male and female mice were euthanized by CO_2_ asphyxiation and livers were quickly collected and flash frozen in liquid nitrogen. Tissues were homogenized in Trizol (Invitrogen) and RNA was isolated using a phenol-chloroform extraction followed by a DNaseI (Invitrogen) digest. All animal experiments were approved and performed in accordance with the policies and procedures of the Georgetown University Institutional Animal Care and Use Committee.

### Taqman Array Screen

To identify novel GPCRs and determine their relative expression levels in the liver, we performed a screen of whole liver tissue cDNA using a custom sensory receptor TaqMan array card according to the manufacturers protocol (Thermo Fisher). This array was designed to screen for the complete complement of bitter, sweet, and umami TRs, all non-visual Opns, and 44 ORs that are highly likely to be ectopically expressed. The complete list of sensory receptors included in the array is listed in Supplementary Table 1. Briefly, RNA was isolated from male C57BL6 livers using phenol-chloroform extraction and 2 μg of RNA was used to synthesize cDNA using the High Capacity RNA-to-cDNA Kit (Applied Biosystems). Each reservoir in the given Taqman array microfluidic card was filled with 1,000 ng of cDNA and the array cards were run on the 7900 HT- RT-PCR system (Applied Biosystems) and analyzed using the SDS software. Each gene was run in triplicate and Δ*C*t values for each receptor was calculated using 18s ribosomal RNA. The initial screen was intended to identify the complete complement of sensory receptors expressed in murine liver and as such, standard deviation was not determined (*n* = 2 livers).

### RT-PCR

All sensory receptors identified from the TaqMan array screen were confirmed by performing endpoint PCR on liver cDNA from both male and female livers (*N* = 4–6) using both gene-specific and full-length primer sets (nucleotide sequences and expected product size listed in Supplementary Tables 2, 3). For use with gene-specific screening primers (GSPs), tissue-specific cDNA was synthesized from 1 μg of purified RNA by reverse transcription (RT; iScript cDNA Synthesis Kit, Bio-Rad). Mock-reverse transcription controls were also prepared alongside using an equal volume of water in lieu of reverse transcriptase. PCR screening with GSPs was performed using HotStarTaq Master Mix (Qiagen) following standard thermocycling conditions. Given that these sensory receptors are single-exon coding genes, cycling conditions were first optimized using genomic DNA. Mock RT reactions were run in parallel with all RT reactions, and all PCR amplicons were sequenced to confirm identity.

To isolate full-length PCR products, tissue-specific cDNA was synthesized from 2 μg of purified RNA by reverse transcription using a High Capacity RNA-to-cDNA Kit (Applied Biosystems) and full-length primers were used to amplify the highest expressing receptors using either Q5 2X Master Mix (NEB), or Phusion High-Fidelity Polymerase (NEB). In order to optimize PCR conditions for difficult ORs, a Touch-down PCR protocol was used as detailed previously (Korbie and Mattick, 2008). All full-length products were confirmed by sequencing and cloned into a pME18s vector containing a cleavable Lucy tag (Shepard et al., 2013) and a Rho tag (Krautwurst et al., 1998) to aid in receptor trafficking to the cell membrane.

### Surface Immunofluorescence

HEK293T cells were seeded onto 18-mm coverslips coated with poly-L-lysine and transiently transfected with OR constructs with or without accessory proteins RTP1s and Ric8b (Lipofectamine 2000, Invitrogen). Flag-tagged OR trafficking was assayed using surface immunofluorescence as previously described (Shepard et al., 2013). Briefly, live, non-permeabilized cells at 4°C were exposed to a rabbit polyclonal anti-Flag antibody (Sigma) in 0.1% BSA/PBS. This antibody will only detect the extracellular Flag epitope of those receptors that are functionally expressed on the plasma membrane. Subsequently, cells were washed, fixed with 4% paraformaldehyde, permeabilized (0.3% Triton X-100), and then exposed to a mouse monoclonal (M2) anti-Flag antibody (Sigma). As the external Flag epitope (surface Flag) is ‘blocked’ after binding to the polyclonal Flag antibody, the monoclonal Flag antibody detects only the internal population of ORs. Alexa Fluor fluorescent secondary antibodies (Thermo Fisher) were used to detect the localization of the polyclonal and monoclonal Flag-tags. Slides were imaged using the ZEISS Axiovert 200 m microscope at 40× magnification.

### cAMP-Dependent Dual Luciferase Assay

For ORs whose trafficking conditions could be established as described above, an unbiased ligand screen using a dual-luciferase reporter assay (Promega) was used to identify potential ligands. Briefly, ORs were transiently transfected (Lipofectamine 2000, Invitrogen) in triplicate into HEK293T cells along with constructs encoding for CREB-dependent luciferase (Firefly) and a constitutively expressed luciferase (Renilla), along with any accessory proteins previously established to be required for effective cell-surface trafficking. Additional surface labeling experiments were performed with the Firefly and Renilla constructs to ensure effective trafficking was not lost under these transfection conditions. OR activation leads to a rise in cAMP which drives an increase in Firefly luciferase expression. Firefly activity is normalized to the activity of the Renilla luciferase to control for variation in cell number and transfection efficiency. Data were collected using a FLUOstar Omega automated plate reader (BMG LabTech, Cary, NC, United States). Cells were allowed to incubate for at least 30 min in CD293 minimal media, and were then bathed with potential odorants diluted in minimal media for 4 h before measuring Firefly and Renilla-derived luminescence. Initially, screening was performed using odorant mixes that are grouped mainly by functional groups (BzB: nonanal, heptanal, valeraldehyde; BzC: carvone, eugenol, cinnamaldehyde; MA: amyl acetate, 3-octanone, acetophenone; OXLK: 2,3-butanedione, pyruvaldehyde, acetic acid, 1,2-ethanedithiol, 2-butanone; THI-DI: 1,6-hexanedithiol, 1,2-ethanedithiol, 2-methyl-1-propanethiol, 1,2-butanedithiol, 2,3-butanedithiol). These mixtures are known to elicit activation of a large number of olfactory sensory neurons and thus cover a wide range of ‘odorant space’ (Pluznick et al., 2013), followed by any known ligands to ORs in the same family as those being tested, as well as physiologically relevant substances. A complete list of chemicals used for screening is found in Supplementary Table 1 and all chemicals tested were obtained from Sigma or Fisher Scientific. To begin, all compounds screened were tested at a minimum of two concentrations (100–300 μm and 1–5 mM) to cover a wide range of potential activation. For each assay, Olfr78 or Olfr1393 and known activators of these receptors (Propionate and Cycloheptanol, respectively) were used as positive controls. In order to determine specific activation, potential activators of one receptor were also tested on at least one other OR simultaneously. Negative controls were performed with both media, and media containing DMSO. When possible, EC_50_ values were calculated using Prism Graphpad software using a dose response of at least 6 concentrations (note: the response curve for 2,3,5-trimethylpyrazine failed to plateau preventing calculation of a reliable EC_50_ value). A significant rise in Firefly:Renilla over baseline was determined by multiple *T*-Tests (*P* > 0.05 deemed significant).

### RNAscope

To localize sensory receptors within the liver, RNAscope was performed using a commercially available probe for Tas2r108 and a custom-designed probe for Olfr57. Both male and female C57BL6 mouse livers (*n* = 4) were obtained following perfusion fixation with 100 ml phosphate buffered 4% paraformaldehyde solution. The livers were collected, post-fixed in 4% PFA for 24 h and were equilibrated in increasing concentrations of sucrose solutions (10–30%) until the tissue sank to the bottom of the solution. Tissues were then embedded into OCT blocks and stored at −80°C. 14 μm sections were cut by cryostat and mounted on SuperFrost Plus slides, dried for 1 h at −20°C, and stored at −80°C until use. RNAscope was performed according to manufacturer’s protocol (Advanced Cell Diagnostics). Briefly, fixed frozen slides were prefixed with a 30-min baking step at 60°C followed by a 15-min post fix in 4% PFA at 4°C. Following hydrogen peroxide treatment, target retrieval was performed for 5 min at 100°C followed by protease treatment for 15 min at 40°C (Protease III solution). Probes were hybridized for 2 h at 40°C and stored overnight in a citrate solution (5X SSC). The following day, RNAscope amplification and washing steps were followed as per the manufacturer’s protocol. Three RNAscope positive control probes (ubiquitin C; HS-UBC, HS-PPIB, and HS-POLR2A) were used on each tissue to assess RNA integrity while probe diluent was used as a negative control. For fluorescent detection, the labeled probe was conjugated to TSA Plus Fluorescein, TSA Plus Cyanine 3, or TSA Cyanine 5 (PerkinElmer). Post treatment slides were counterstained with DAPI, mounted with Vectashield, and allowed to dry for 24 h prior to imaging on a fluorescent ZEISS Axiovert 200 m microscope at 63× magnification. For Olfr57 RNAscope, 5 *Z*-stacks were obtained; images were deconvoluted and a maximum intensity projection of all *Z* stacks were obtained using Zen post-image processing.

Prior to probing the liver, the functionality of both probes was confirmed on overexpressed HEK293T cells. Briefly, HEK293T cells were passaged on to chamber slides (Thermo Fisher) and transfected (Lipofectamine 2000) with Flag-tagged DNA constructs for Tas2r108 or Olfr57. Chamber slides were disassembled and rinsed with PBS. Slides were then fixed at room temperature for 30 min in 10% neutral buffered formalin and dehydrated using an ethanol series. RNAscope and immunofluorescence were then performed as described above.

### Alpha Mouse Liver 12 (AML12) Cells

Murine hepatic AML12 cells (ATCC) were cultured in DMEM:F12 media supplemented with 10% fetal bovine serum, 40 ng/ml dexamethasone, and 1× insulin-transferrin-selenium (ITS) solution (Invitrogen). Cells (passage #3) were grown on 25 cm^2^ flasks until they reached full confluence and RNA was isolated using the RNAeasy Mini Kit (Qiagen) according to manufacturer’s protocol. To identify full-length ORs and TRs expressed in the hepatic cell line, 2 μg of RNA was reverse transcribed to cDNA and full-length primers were used as described above.

## Results

### Sensory Receptors Are Expressed in Murine Liver

Sensory receptors including ORs, TRs, and Opns are known to play important roles in seemingly ‘non-sensory’ tissues. We hypothesized that the liver, the largest metabolic organ in the human body, is primed to take advantage of these receptors in order to sense and regulate its internal environment. To identify the complete complement of these receptors expressed in murine liver, we generated a custom TaqMan array to screen for all bitter, sweet, and umami TRs, the non-visual Opns, and 44 ORs including all of the ORs with known extra-nasal functions (complete TaqMan array found in Supplementary Table 1). 

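Whole liver RNA from 2 male C57BL6 mice, an inbred laboratory strain, was screened, and each liver was 1 biological replicate (liver 1, labelled HF1, and liver 2, labelled M3; the paper's text does not explain these labels). The authors synthesized cDNA from 2 μg of RNA and filled each reservoir of the array card with 1000 ng of it. A TaqMan array card holds primers and a fluorescent probe for a given gene in each well, and the instrument records the PCR cycle at which the fluorescence of the well crosses a threshold. This cycle threshold (Ct) is lower when more template is present, and 1 cycle stands for up to a 2-fold difference in template. The authors deposited the Ct of each well without normalization, for 96 assays: 44 ORs, 38 TRs (35 bitter and 3 sweet or umami), 5 Opns, 7 genes of receptor transport and signaling, and the references 18S and Gapdh. The deposited values hold 4 wells for each assay and liver, whereas the methods describe triplicate wells. In liver 1, 156 of 384 wells have a Ct, 62 are marked undetermined and 166 are blank. In liver 2, 65 wells have a Ct, 4 are marked undetermined and 315 are blank. A blank well does not by itself mean that no template was there, since 1 Gapdh well of liver 2 is also blank. Wells without a Ct were left out, wells were averaged within each liver, and ΔCt was computed as the mean Ct of a gene minus the mean Ct of 18S in the same liver. The wells are technical repeats, so n is 2 livers. No rule for calling a receptor present was found in the paper's text, and a receptor was counted as detected when at least 2 wells had a Ct in each of the 2 livers. Among receptors with at least 2 wells, the SD between wells had a median of 0.487 cycles in liver 1 and 0.260 cycles in liver 2, and reached 2.28 cycles in liver 1. The assay on the OLFR658 row and those for GNAT1 and GNAT2 do not carry the prefix of a mouse assay, and none of their 24 wells has a Ct, so these genes were not assessed as mouse genes.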

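Of the 87 receptors on the array, 15 had a Ct in at least 2 wells in both livers: 5 ORs, 8 TRs and 2 Opns, all among the 30 receptors of Table 1. The count was set by liver 2. In liver 1 alone, 35 receptors met the rule (21 ORs, 11 TRs and 3 Opns), among them the 30 of Table 1, whereas in liver 2 alone 15 did. A total of 30 receptors had no Ct in either liver, and 22 others had a single well in liver 1 and none in liver 2, with a median Ct of 37.0 for that well. Among the ORs measured in both livers, Olfr99 had the lowest ΔCt, 23.1 ± 1.36 (SD, n = 2 livers), followed by Olfr267 at 24.3 ± 0.711 and Olfr1393 at 24.3 ± 0.823. These 3 ORs had a Ct in all 4 wells of both livers, except that Olfr99 had 3 wells in liver 2. The order of Olfr267 and Olfr1393 is not resolved. Olfr267 had the lower ΔCt in liver 1 (24.78 against 24.90) and the higher one in liver 2 (23.78 against 23.74). Within each liver, where the reference is shared, Olfr267 came later than Olfr99 by 0.694 cycles in liver 1 and 1.61 cycles in liver 2, more than the SD between wells of either gene. Olfr1366 followed at 27.0 ± 0.868, later than Olfr1393 by 2.67 cycles in liver 1 and 2.61 cycles in liver 2, also more than the SD between wells. The assay on the Olfr1393 row is listed for Olfr10 as well, so its value cannot be assigned to Olfr1393 alone. Olfr691 and Olfr558 had 4 wells in liver 1 and a single well in liver 2. The other 10 ORs of Table 1, Olfr646, Olfr78, Olfr545, Olfr308, Olfr15, Olfr90, Olfr56, Olfr418, Olfr177 and Olfr873, had no Ct in liver 2. Together with Tas2r106 and Opn4, these make 12 receptors of Table 1 measured in liver 1 only, with a mean Ct between 35.7 and 36.6 and a ΔCt between 28.9 and 29.8. Of these 12, 4 had a Ct in all 4 wells of liver 1, 3 had 3 wells and 5 had 2 wells, and for them no spread between livers can be given. The paper's text names no Ct or ΔCt limit, and it states the receptors it identified from this screen in Table 1, which it carries forward to end-point PCR on further livers.

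**Figure D1:**
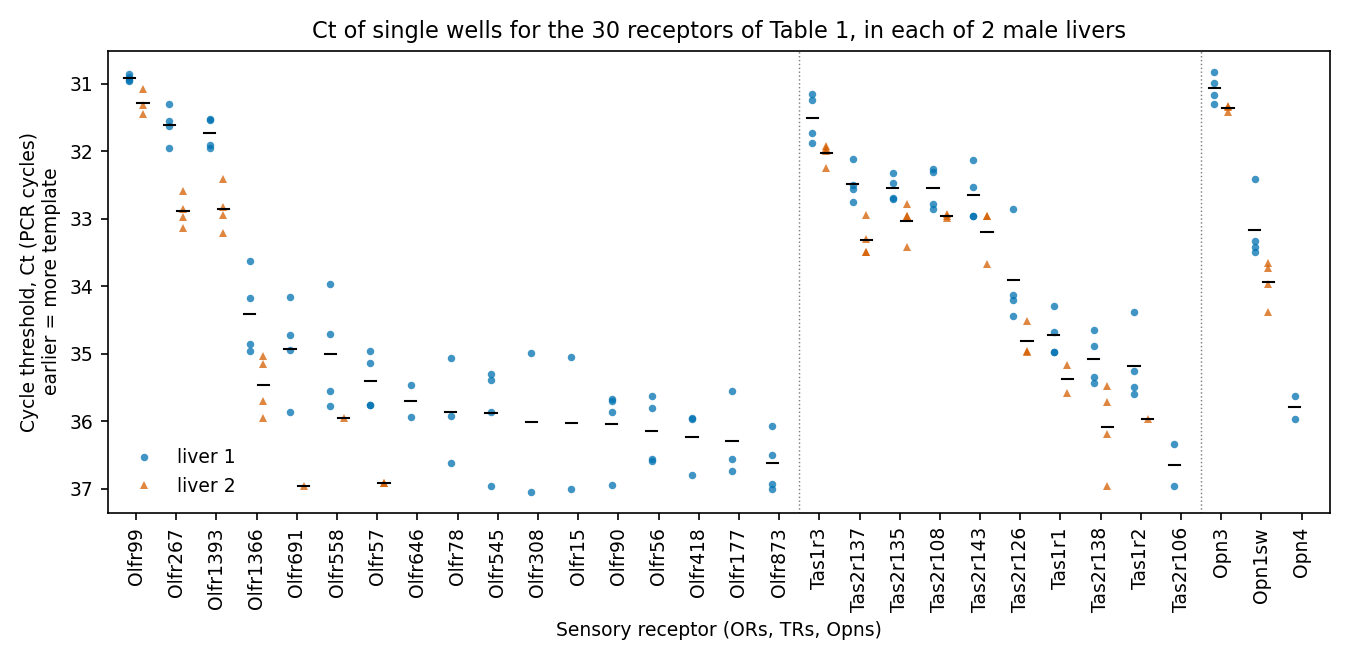
Ct in PCR cycles (vertical axis, earlier cycles at the top) of every well with a value for the 30 receptors of Table 1 (horizontal axis, ORs, TRs and Opns from left to right), with liver 1 as circles, liver 2 as triangles and the mean of the wells as a black line. The 12 receptors without triangles have a mean Ct between 35.7 and 36.6 in liver 1.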

In total, we were able to screen for 87 sensory receptors in murine male liver and identified a total of 30 sensory receptors: 17 ORs, 10 TRs, 3 Opns (Table 1).

**TABLE 1:** Sensory receptors expressed in murine liver.

**Sensory receptor**	Δ*C*t*	**Expression confirmed in >4 livers?**	**Full-length product confirmed?**
Olfr99	22.1	+	+
Olfr267	22.5	+	+
Olfr1393	23.5	+	−
Olfr1366	25.4	+	+
Olfr691	25.8	+	−
Olfr558	26.2	+	−
Olfr57	26.3	+	+
Olfr646	26.6	+	−
Olfr78	26.7	+	+
Olfr15	26.9	+	−
Olfr177	26.9	+	+
Olfr308	26.9	+	−
Olfr90	27.1	+	−
Olfr418	27.3	−	−
Olfr545	27.3	+	−
Olfr873	27.4	+	−
Olfr56	27.5	+	−
Tas2r1r3	22.7	+	N/D
Tas2r135	23.5	+	+
Tas2r143	23.7	+	+
Tas2r108	23.8	+	+
Tas2r137	24.1	+	+
Tas2r126	25.2	+	+
Tas1r2	25.7	+	N/D
Tas1r1	25.8	−	
Tas2r138	26.4	+	+
Tas2r106	27.5	−	−
Opn3	22.0	+	+
Opn1sw	24.3	+	−
Opn4	26.7	−	−
Reference gene	**Δ** *C*t*		
Gapdh	10.5		

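The reference 18S rRNA, the RNA of the small ribosomal subunit, had a mean Ct of 6.83 in liver 1 (SD of 4 wells 0.261) and 9.11 in liver 2 (SD of 4 wells 0.247), 2.28 cycles later. Gapdh, the other reference on the card, had a mean Ct of 19.2 in liver 1 and 19.7 in liver 2, 0.475 cycles later, so the 2 references did not shift alike. The ΔCt of Gapdh to 18S was 12.4 in liver 1 and 10.6 in liver 2, a mean of 11.5 ± 1.28 (SD, n = 2). The 15 receptors measured in both livers came a median of 0.771 cycles later in liver 2, with a range of 0.294 (Opn3) to 1.51 (Olfr57). Because 18S was later by more than any of these receptors, ΔCt to 18S was lower in liver 2 for all 15, by a median of 1.51 cycles and a range of 0.770 to 1.99. With Gapdh as the reference, the direction reversed: the median of liver 1 minus liver 2 was -0.296 cycles, with 12 receptors higher in ΔCt in liver 2 and 3 lower. The order of the 15 receptors was alike in the 2 livers (Pearson's r = 0.984 and Spearman's rho = 0.968, both across genes, which are not independent replicates). The SD of ΔCt between livers given for single receptors holds this shift of the reference, which is shared by every gene.

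**Figure D2:**
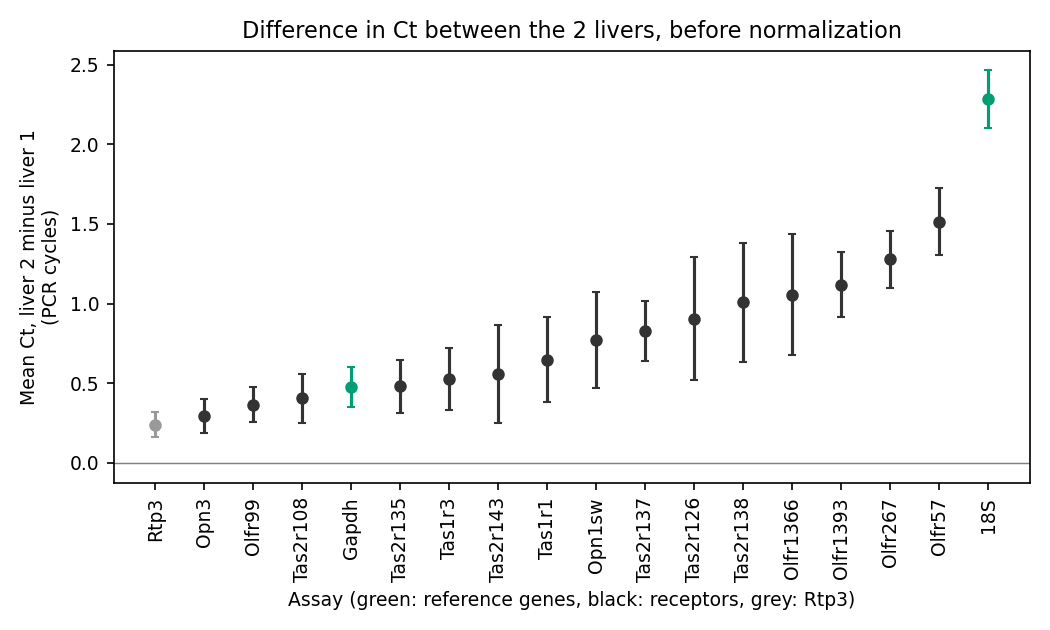
Mean Ct in liver 2 minus mean Ct in liver 1 in PCR cycles (vertical axis) for each assay with at least 2 wells in both livers (horizontal axis), with bars for the standard error from the wells of both livers. The 18S assay lies at 2.28 cycles and Gapdh at 0.475 cycles, with the receptors (black) between 0.294 and 1.51 cycles.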

*ΔCt is defined as the difference in cycling threshold between the genes of interest and 18s rRNA.

To confirm expression of the identified receptors, RNA isolated from whole liver samples (*n* ≥ 4) was reverse transcribed and end-point PCR was performed using gene-specific primers. The vast majority of these sensory receptors are single-coding exons and thus, both reverse-transcribed (+) and mock (−) reactions were performed simultaneously. Out of the initial array card, we were able to confirm the expression of 26 sensory receptors including 16 ORs, 8 TRs, and 2 Opns (Supplementary Figure 1 and Table 1). It has been reported that ectopic expression of ORs can be due to incomplete or chimeric expression (Flegel et al., 2013). Thus, full-length primer sets were designed to confirm the expression of the entire coding region for all genes of interest. Following this approach, we were able to confirm full-length expression of 6 ORs from the initial screen (Olfr99, Olfr267, Olfr1366, Olfr57, Olfr78, and Olfr177). In addition, we also found full-length expression of Olfr16 and Olfr544, ORs that had not been included in our initial array cards but have known ligands, and in the case of Olfr544, known hepatic function (Griffin et al., 2009; Low and Mombaerts, 2017; Wu et al., 2017) (Figure 1A). Bitter TRs (T2Rs) have been shown to be activated by diverse ligands including physiologically relevant compounds such as bacterial-derived byproducts (Carey and Lee, 2019; Wu S. et al., 2019); thus, we limited our TR screen to confirm identity of the full-length bitter T2Rs resulting in the confirmation of 6 (Tas2r108, Tas2r126, Tas2r137, Tas2r135, Tas2r138, and Tas2r143; Figure 1B). Finally, we confirmed full transcript expression of one Opn, Opn3 (Figure 1C).

**FIGURE 1:**
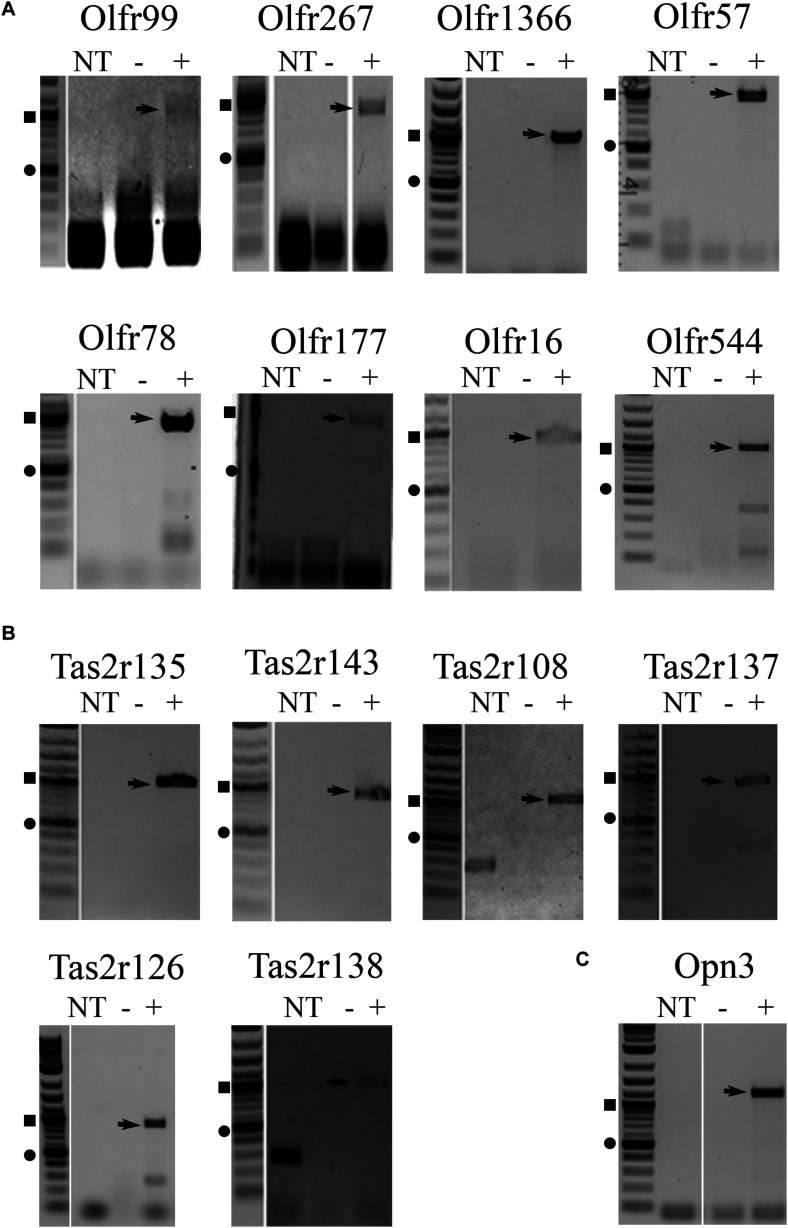
RT-PCR for full-length transcripts of olfactory receptors, taste receptors, and opsins confirm expression of sensory receptors in the liver. RT-PCR on both male and female liver cDNA was performed using full-length primers to confirm expression of **(A)** olfactory receptors, **(B)** taste receptors, and **(C)** opsins identified from the TaqMan array screen (Table 1) and confirmatory PCR (Supplementary Figure 1). Representative, cropped gel images are shown with arrows noting the sequenced product. The DNA ladder is shown to the left of each gel with the square symbol marking 1,000 bp and the circle at 500 bp. NT, no template control, – = mock RT reaction, += RT reaction.

### Taste Receptors Are Localized to Hepatocytes and a Hepatocyte Cell Line

Function of the sensory receptors is often dependent on the localization of the receptors, however, there are few antibodies available for these proteins, and the ones that do exist from commercially available sources are typically unreliable (Shepard and Pluznick, 2015). Thus, to glean potential function from these receptors, we utilized RNAscope, a method that relies on unique probes to localize individual mRNA strands in a tissue section. There is an existing commercially available probe for Tas2r108 and we confirmed its function using over-expressed Flag-Tas2r108 in HEK293T cells. The probe successfully detected only those cells that had been transfected with Flag-Tas2r108 as indicated by the colocalization with the anti-Flag staining (Figure 2A). With the reliable probe, we were able to confirm expression of this receptor in both male and female liver samples each displaying a variation in expression levels based on the number of RNAscope puncta that were observed (Figure 2B). In all samples, it appeared that Tas2r108 was confined to the hepatocytes, the parenchymal cells of the liver.

**FIGURE 2:**
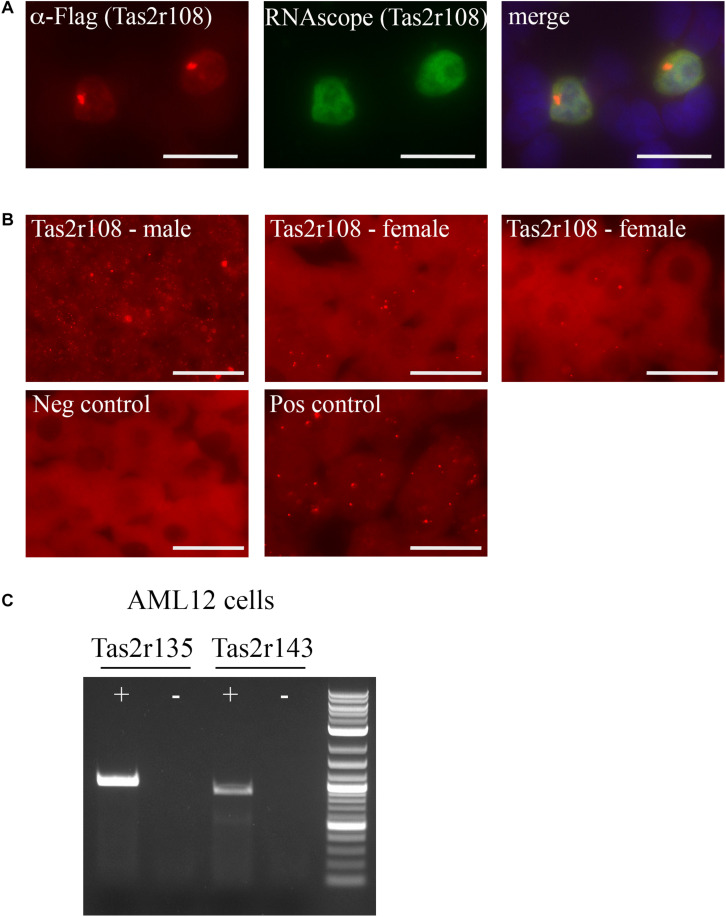
Tas2r108, Tas2r135, and Tas2r143 are expressed in hepatocytes and a hepatocyte cell line. **(A,B)** RNAscope was performed using an anti-sense probe designed against Tas2r108. **(A)** Immunofluorescence (red) and RNAscope (green) was performed on HEK293T cells overexpressing Flag-Tas2r108. DAPI (blue) indicates nuclei. The probe specifically detected only those cells expressing the construct, confirming probe reliability. Scale bar = 20 μm. **(B)** RNAscope was performed on both male and female liver sections for Tas2r108 (red – top row) with fluorescent puncta indicating positive signal and seen only within hepatocytes. The corresponding negative and positive (RNAscope for HS-PPIB) controls are shown below. Scale bar = 20 μm. **(C)** RT-PCR for full-length taste receptors was performed in murine hepatic AML12 cells with Tas2r135 and Tas2r143 detected in the cell line. += RT reaction, – = mock RT reaction.

To identify additional hepatic bitter T2Rs, we turned to AML12 cells, a cultured murine hepatocyte cell line (Wu et al., 1994; Bell et al., 2008). Full length primer sets for all 6 TRs were used to screen for expression in the AML12 cells with both Tas2r135 and Tas2r143 exhibiting detectable expression (Figure 2C). Notably, we did not detect Tas2r108 suggesting that the AML12 cells do not completely mirror that of the *in vivo* expression pattern or that its level of expression in the cell line was too low to detect.

### Olfr57 Is Found in Hepatocytes

To begin to localize hepatic ORs, we generated a custom RNAscope probe for Olfr57, one of our highest expressing orphan ORs. 

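Olfr57 had a Ct in 4 wells of liver 1 (mean 35.4, SD of wells 0.416) and in 2 wells of liver 2 (mean 36.9). Its ΔCt to 18S was 28.6 in liver 1 and 27.8 in liver 2, a mean of 28.2 ± 0.544 (SD, n = 2 livers). Among the 17 ORs of Table 1, this mean ranked 7 from the lowest, and the rank was 7 of 17 in liver 1 alone and 6 of 7 in liver 2 alone. With Gapdh as the reference, the rank was 10 over both livers and 7 in liver 1 alone, where the reference cannot change a rank. Olfr57 was the weakest of the 5 ORs detected in both livers, later than Olfr1366 by 0.998 cycles in liver 1 and 1.46 cycles in liver 2, more than the SD between wells of either gene. The 2 wells of liver 2 differed by little (SD 0.0024), but late Ct values of this screen gather just under whole cycles, so this SD does not give the precision of the value.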

The specificity of this probe was first tested on HEK293T cells overexpressing Flag-Rho-Olfr57 where we found that the probe could detect Olfr57 mRNA in only those cells expressing the construct (as indicated by the colocalization of the Olfr57 RNAscope and anti-Flag antibody staining seen in merge; Figure 3A). When RNAscope was performed in both male and female livers, we detected low expression of this transcript. Positive RNAscope puncta can be seen in the cytoplasm of hepatocytes (Figure 3B insets) with some potential expression noted in non-hepatic cells as well. While the puncta were not abundant, the staining was notable compared to the negative control (no probe added).

**FIGURE 3:**
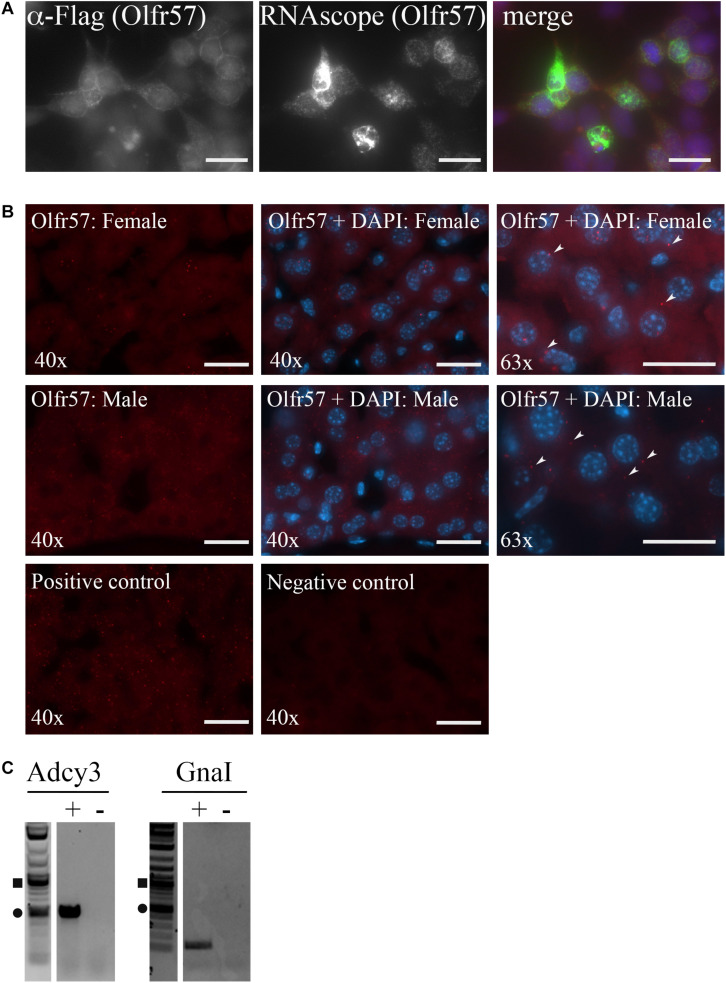
Olfactory receptors and downstream signaling machinery are localized within the liver. **(A,B)** RNAscope was performed using an anti-sense probe designed against Olfr57. **(A)** Immunofluorescence (left panel, red) and RNAscope (middle panel, green) was performed on HEK293T cells overexpressing Flag-Rho-Olfr57. DAPI (blue) indicates nuclei. The probe specifically detected only those cells expressing the construct confirming probe reliability. Scale bar = 20 μm. **(B)** RNAscope was performed on both male and female liver sections for Olfr57 (Cy5; red) with images taken at both 40 and 63×. DAPI staining to detect nuclei (blue) indicates that Olfr57 expression was mainly detected in hepatocytes, although some non-hepatic expression was also noted. Little to no fluorescent puncta were observed in the negative (neg) control and the positive control (HS-PPIB) shows a similar number of puncta. Arrow heads indicate areas of positive staining within hepatocytes. Scale bar = 20 μm. **(C)** RT-PCR on whole liver cDNA confirmed expression of Adcy3 that encodes for adenylyl cyclase 3 and GnaI that encodes for *G*_α *olfactory*_, the two downstream signaling proteins of the olfactory receptor signaling cascade. += RT reaction, – = mock RT reaction.

In the nose, ORs are known to couple to *G*_α *olfactory*_ leading to activation of adenylyl cyclase 3 (Buck and Axel, 1991; Buck, 2005). To determine if this signaling pathway is conserved in the murine liver, RT-PCR for these genes was performed on whole liver cDNA. Indeed, we did detect expression of both Adcy3 and GnaI (Figure 3C) implying that the hepatic ORs may couple to this pathway in the liver as well.

### Hepatic Olfactory Receptors Respond to Methylpyrazines and Terpenes

The expression of hepatic ORs suggests that these receptors are sensing physiological compounds within the liver. Unfortunately, to date, the majority of ORs remain orphan receptors with no known ligands. This is due, in large part, to the inability to successfully express the receptors in heterologous cell systems, a prerequisite for most deorphanization assays (Touhara et al., 1999; Katada et al., 2003; Zhuang and Matsunami, 2008; Shepard et al., 2013). To identify conditions that promote surface expression, the full-length OR products (Figure 1A) were cloned into an expression vector containing several N-terminal tags: a cleavable Lucy tag (Shepard et al., 2013) and the Rho tag (Krautwurst et al., 1998), both of which aid in OR trafficking, as well as a Flag tag for detection purposes. The cloned receptors were transiently transfected into HEK293T cells, either alone, or co-transfected with RTP1s, or a combination of RTP1s and Ric8b trafficking proteins, both of which have been reported to aid in OR trafficking (Von Dannecker et al., 2006; Fukutani et al., 2019). To screen for surface expression, live, non-permeabilized transfected cells were first surface labeled with a polyclonal Flag antibody to assess surface expression. Subsequent fixation, permeabilization, and probing with a monoclonal Flag antibody was used to detect total receptor expression (Figure 4). From these studies, we were able to identify surface-expression conditions for 5 out of 7 cloned murine ORs. Olfr57 and Olfr78 [as previously reported (Pluznick et al., 2013)] were able to reach the cell surface without the addition of any chaperone proteins, Olfr16 reached with the aid of RTP1s, and Olfr99 [also previously reported;(Shepard et al., 2013)] and Olfr177 required co-expression of both RTP1s and Ric8b. We were unable to achieve surface expression conditions for Olfr1366 or Olfr267.

**FIGURE 4:**
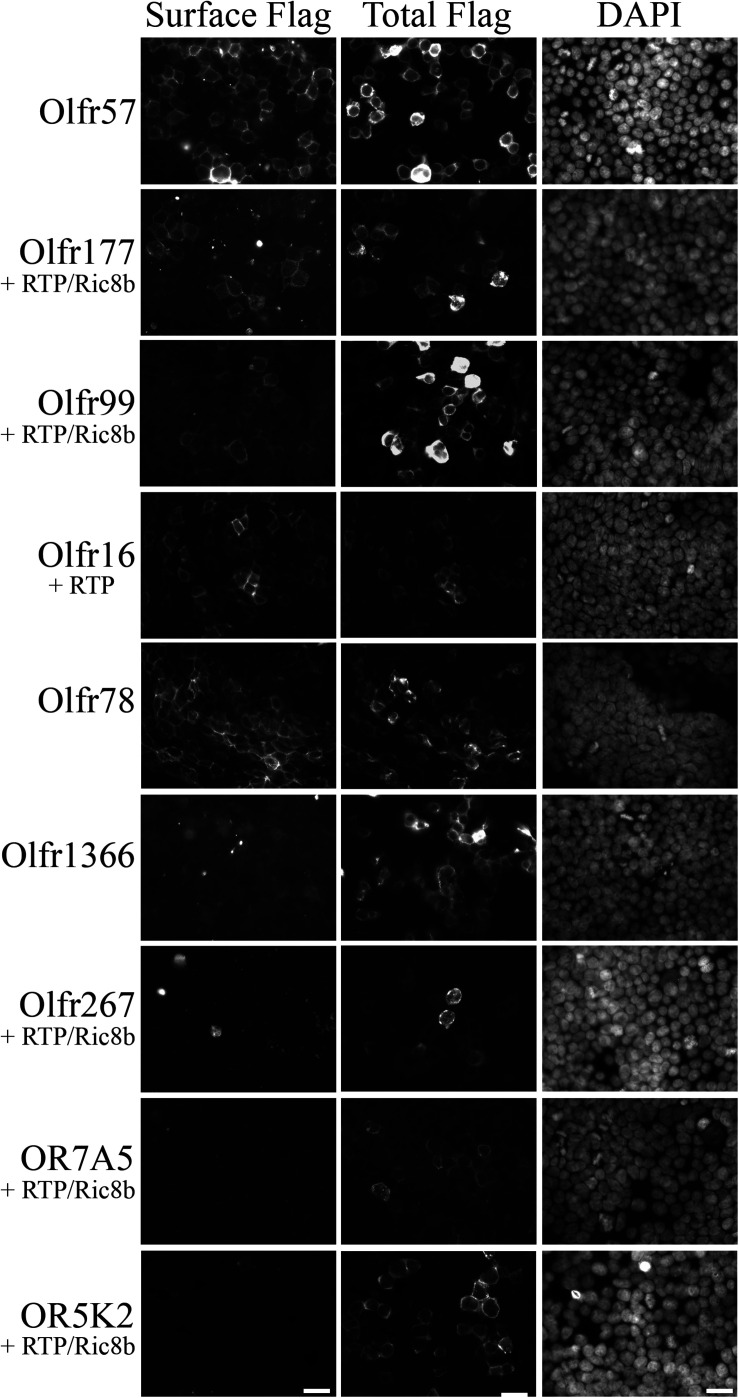
Functional surface expression was achieved for 5 murine olfactory receptors. Hepatic olfactory receptors were cloned into a vector containing several N-terminal tags: Lucy and Rho to optimize surface expression and Flag for detection purposes. Receptors were transfected into HEK293T cells either alone or in combination with trafficking proteins RTP1s and/or Ric8b, and then live-surface labeled with a polyclonal Flag antibody to detect the protein expressed on the cell surface (Surface Flag). Cells were then fixed, permeabilized, and stained with a monoclonal Flag antibody to detect all transfected cells (Total Flag). DAPI was used to visualize nuclear staining. Scale bar = 20 μm.

Three ORs identified in our screen have known ligands (Olfr78, Olfr16, and Olfr544). Olfr78 and its human homolog, OR51E2 are known to respond to short-chain fatty acids produced by gut microbiota, β-ionone, and androstenone derivatives (Pluznick et al., 2013). Olfr16 and its human homolog, OR10J5, can be activated by acetophenone, α-cedrene, and lyral (von der Weid et al., 2015; Tong et al., 2017). Olfr544 is activated by azelaic acid (Abaffy et al., 2007; Kang et al., 2015; Thach et al., 2017). Olfr57, Olfr99, and Olfr177, on the other hand, are all orphan receptors. Having established functional expression for all three orphan receptors in HEK293T cells, we performed a cAMP-dependent dual luciferase reporter assay to identify ligands. Initially, each OR was tested against a suite of odorant mixes covering a wide odorant space (Pluznick et al., 2013) as well as physiologically relevant compounds. In addition, for those ORs with deorphanized “family members” according to the MOR nomenclature (Zhang and Firestein, 2002), these compounds were also screened as related ORs often respond to similar classes of odorants (refer to Supplementary Table 1 for a complete list of compounds screened). For the initial deorphanization assays, all compounds tested were screened at a minimum of two concentrations: 100–300 μM and 1–5 mM to cover a wide range of potential activation thresholds. While this screening method did not reveal any ligands for Olfr99, we successfully identified ligands for both Olfr177 and Olfr57.

Use of the odorant mixes and other physiologically relevant compounds did not reveal any ligands for Olfr177. Olfr177 is a member of the MOR184 family (MOR184-7) and two related ORs, Olfr172 (MOR184-2), and Olfr173 (MOR184-3), are putative homologs for the human OR OR5K1, which is known to be activated by 2-ethyl-3,5-dimethylpyrazine (Wilkin Françoise et al., 2015). When this compound was tested on HEK293T cells expressing Olfr177, we detected a significant increase in the Firefly:Renilla ratio indicating that it can also activate Olfr177 with a calculated EC_50_ of 1,071 μM (Figures 5A,B). 2-ethyl-3,5-dimethylpyrazine is classified as a methylpyrazine and exploration of this chemical space identified an additional two ligands for Olfr177: 2-ethyl-3-methylpyrazine (EC_50_ = 1,673 μM) and 2,3,5-trimethylpyrazine (EC_50_ undetermined) (Figure 5). Activation of Olfr177 by these methylpyrazines was specific for this receptor; these compounds did not elicit a cAMP response when tested against Olfr16 (Figure 5A). Notably, unmodified pyrazine did not elicit OR activation.

**FIGURE 5:**
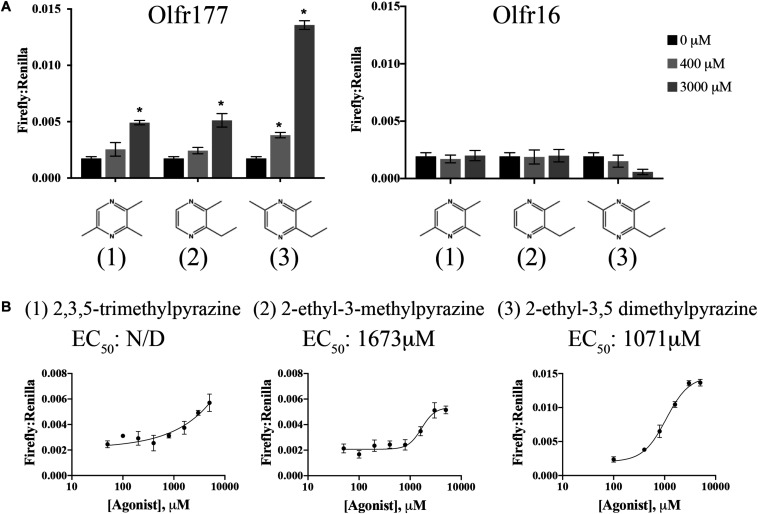
Olfr177 is activated by methylpyrazines. **(A)** Olfr177 was expressed in HEK293T cells under conditions of maximal surface expression (Figure 4) along with two luciferase reporter constructs, Firefly and Renilla. Cells were incubated with the identified compounds to elicit an activated cAMP response indicated by an increase in the ratio of Firefly to Renilla. A representative activation graph is shown for 2 concentrations of compounds (400 and 3,000 μM) with *p > 0.05 deemed significant activation over baseline. To confirm specificity, the same ligands were screened against Olfr16 (right) with no responses detected. The numbers shown in **(A)** correspond to the chemical names listed in **(B)**. **(B)** All three methylpyrazine agonists were tested at multiple concentrations to generate a dose-response curve and to calculate the EC_50_ values. Activation graphs are plotted as means ± SEM.

As for Olfr177, the odorant mixes and other general compounds also did not activate Olfr57. Luckily, this receptor belongs to the MOR139 subfamily (alias MOR139-3) that contains one deorphanized OR, MOR139-1. MOR139-1 has been reported to respond to (1R)-(+)-camphor (Hiroaki Matsunami, 2010), which we determined can also weakly activate Olfr57 (EC_50_ = 680 μM; Figures 6A,B). Upon confirmation of camphor’s agonist activity, other structurally similar compounds were also tested leading to the discovery that (1R)-(-)-fenchone (EC_50_ = 94 μM), fenchyl alcohol (EC_50_ = 45 μM), borneol (EC_50_ = 240 μM), and eucalyptol (EC_50_ = 234 μM) are also activators of Olfr57 (Figures 6A,B). Activation was specific for Olfr57 as these compounds failed to activate Olfr16, Olfr99, or Olfr78 at their highest activating concentration (Figure 6A). Collectively, all of these ligands are bicyclic monoterpenes; notably, several structurally similar monoterpenes including camphene, norcamphor, thujone, pinene, and camphorsulfonic acid did not elicit a cAMP-mediated response from Olfr57 (Figure 6C), suggesting that a “boat” formation with an opposing oxygen is a required motif for Olfr57 ligand binding.

**FIGURE 6:**
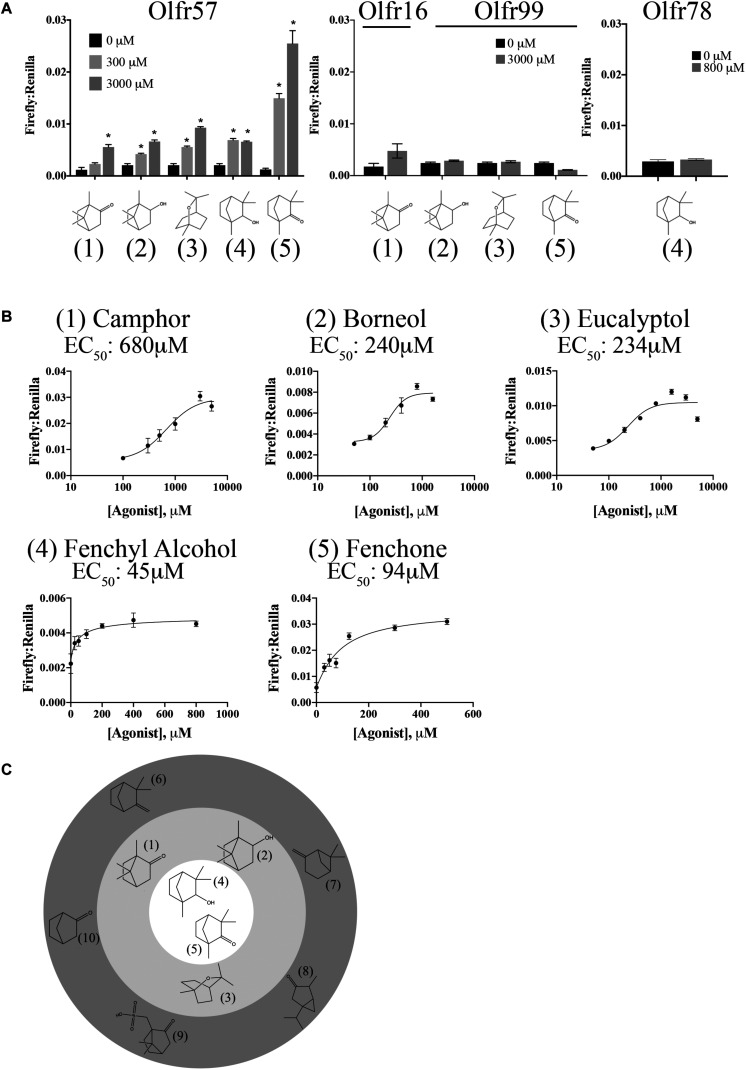
Olfr57 is activated by monoterpenes. **(A)** Olfr57 was expressed in HEK293T cells under conditions of maximal surface expression (Figure 4) along with two luciferase reporter constructs, Firefly and Renilla. Cells were incubated with the identified compounds to elicit an activated cAMP response indicated by an increase in the ratio of Firefly to Renilla. A representative activation graph is shown for 2 concentrations of compounds (300 and 3,000 μM) with *p > 0.05 deemed significant activation over baseline. To confirm specificity, the identified ligands were also screened against another OR (Olfr16, Olfr99, or Olfr78) at the highest dose. No responses were detected. The numbers shown in **(A)** correspond to the chemical names listed in **(B)**. **(B)** All 5 monoterpene agonists were tested at multiple concentrations to generate a dose-response curve and to calculate the EC_50_ values. Activation graphs are plotted as means ± SEM. **(C)** The chemical structures of all activators and some notable ‘non-activators’ are shown relative to their potency. The inner circle indicates the best activators as determined by their EC_50_ values, while those compounds in the middle ring represent the remaining activators. Those compounds that are structurally similar but did not elicit a response are shown in the outermost ring. (Agonists: 1 – camphor; 2 – borneol; 3 – eucalyptol; 4 – fenchyl alcohol; 5 – fenchone. Notable non-activators: 6 – camphene; 7 – pinene; 8 – thujone; 9 – camphorsulfonic acid; 10 – norcamphor).

Both Olfr177 and Olfr57 have putative orthologs reported by NCBI: OR7A5 for Olfr57 and OR5K2 for Olfr177. Unfortunately, efforts to confirm conserved activation for these human ORs were unsuccessful as neither successfully trafficked to the cell surface (Figure 4).

## Discussion

Sensory receptors including ORs, TRs, and Opns have important physiological functions throughout the murine and human bodies with many of these GPCRs responding to naturally produced metabolites. While individual reports of several hepatic ORs have recently been described (Wu et al., 2017; Li et al., 2019), our data represent the first large-scale screen for these receptors in the liver. Using a custom-generated TaqMan Array screen along with molecular biology follow-up experiments, we confirmed expression of 7 ORs, 6 bitter T2Rs, and 1 non-visual Opn in murine liver. Notably, we uncovered localization profiles for several of these receptors and deorphanized two ORs, which respond to methylpyrazines (Olfr177) and monoterpenes (Olfr57). Together, our data suggest that the liver utilizes a variety of understudied sensory receptors to maintain homeostatic functions.

What are the physiological roles of these newly identified hepatic sensory receptors? Our data, coupled with other recent reports from the literature, shed some insight into the chemosensory functions of the liver. 

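Olfr78 had a Ct in 3 of 4 wells of liver 1, with a mean of 35.9 and an SD between wells of 0.775 cycles, and in none of the 4 wells of liver 2. Its ΔCt to 18S in liver 1 was 29.0, which ranked 9 among the 17 ORs of Table 1. With a value in 1 liver, Olfr78 did not meet the rule of at least 2 wells in both livers. This rule was set here and is not the paper's. The 4 wells of liver 2 were blank, which does not by itself mean that no template was there. Table 1 marks Olfr78 as found again in more than 4 livers and with a full-length product.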

To date, there are many well-characterized ectopically expressed ORs, including Olfr78, which we also found in our screen (Pluznick et al., 2013). Recently, several reports have emerged that implicate ORs in steatosis and glucose metabolism. In cultured hepatocytes, murine Olfr43 has been shown to reduce hepatic lipid accumulation and adiposity while its human homolog (OR1A1) has been shown to reduce PPAR-γ expression (Wu et al., 2019). Another study found that stimulation of Olfr43 led to the secretion of glucose-like phosphoprotein-1 (GLP-1) in enteroendocrine cells, which in turn helps regulate blood glucose levels in a type-2 diabetic mouse model (Kim et al., 2017). In this study, we were able to confirm full-length expression of Olfr544 which had been previously found in the liver by Wu et al. (2017). This OR, which responds to Azelaic acid, can reduce adiposity and drive fuel-preference toward lipids in high-fat diet conditioned mice, and stimulate lipolysis in cultured adipocytes (Wu et al., 2017). Finally, Olfr734 and its hormone activator, Asprosin, has recently been shown to modulate gluconeogenesis and adiposity (Li et al., 2019). Indeed, a common theme amongst these ORs is their ability to contribute to lipid formation and utilization. While it remains to be seen whether any of our newly identified hepatic ORs (Olfr57, Olfr177, Olfr16, and Olfr99) contribute to similar processes, their ligand profiles suggest they might.

Olfr16 has several known ligands including lyral and α-cedrene, the latter of which promotes reduction in triglyceride, cholesterol, and free fatty acids along with lowered circulating levels of AST/ALT in treated mice (Tong et al., 2017). These findings are relevant to the human condition, as intracellular lipid accumulation was diminished in human HepG2 cells treated with this same agonist (Tong et al., 2017).

Using a cAMP-driven dual luciferase reporter assay, we were able to assign ligands to the previously orphaned ORs, Olfr57 and Olfr177. Compared to Olfr57, Olfr177 appears to be more narrowly tuned receptor, responding to several methylated pyrazines, though not to pyrazine in its non-methylated state. Notably, in the hepatocellular carcinoma line (HepG2), heme oxygenase activity was induced by 2-Ethyl-3,5-dimethylpyrazine (Parra, 2012), which we found to activate Olfr177. This odorant was also found to inhibit phosphodiesterase activity (Parra, 2012). While there are indications of physiological relevance for these methylpyrazines, the calculated EC_50_ values are considerably higher than is typical for ORs (>1 mM). While there are reports of several ectopically expressed ORs that are activated in the millimolar range (Pluznick et al., 2013; Shepard et al., 2016) it remains a distinct possibility that we have yet to identify the truly physiologically relevant ligands for Olfr177.

Olfr57 is a bit more of a broadly tuned receptor, responding to several ligands all in the class of monoterpenes including its strongest activators, Fenchyl Alcohol and (1R)-(-)-Fenchone. These terpenes are commonly found in analysis of several essential oils (Yan et al., 2013) and both camphor and fenchone have been shown to be metabolized, not only in the liver, but by the same microsomal enzyme CYP2A6 (Gyoubu and Miyazawa, 2007; Miyazawa and Gyoubu, 2007). Camphor, fenchone, fenchyl alcohol, and borneol (all activators of Olfr57) were also found to elicit antibiofilm and antihyphal properties (Manoharan et al., 2017). In a rat model of hepatotoxic liver injury, fennel oil [which contains both fenchone and camphor (Diao et al., 2014)], was protective against liver damage as indicated by reduced AST, ALT, ALP, and bilirubin (Ozbek et al., 2003). Lavender essential oils largely comprised of camphor and fenchone (45.25% total composition), were also found to possess antioxidant properties in an alloxan induced rat model of diabetes (Sebai et al., 2013), again raising the possibility that these compounds possess hepatoprotective properties. There have also been recent claims that monoterpenes may have anti-diabetic properties (Habtemariam, 2017) and may modulate cholesterol synthesis via the inhibition of HMG-CoA reductase (Clegg et al., 1982; Elson and Yu, 1994; Ren and Gould, 1994). Finally, it has been shown that several of these monoterpenes can be synthesized and released by fungi (Elke et al., 1999), raising the possibility that commensal fungi could be impacting liver function via Olfr57.

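Of the 35 bitter T2Rs on the array, 6 were measured in at least 2 wells of both livers. Their mean ΔCt to 18S was 24.8 ± 1.33 for Tas2r108 (SD, n = 2 livers), 24.8 ± 1.28 for Tas2r135, 24.9 ± 1.03 for Tas2r137 and 24.9 ± 1.22 for Tas2r143. Within each liver, Tas2r135, Tas2r137 and Tas2r143 differed from Tas2r108 by less than the larger SD between wells of the genes compared, except that Tas2r137 came 0.350 cycles after Tas2r108 in liver 2 (larger SD 0.260), so the order of these 4 T2Rs is not resolved. Tas2r126 followed at 26.4 ± 0.974 and Tas2r138 at 27.6 ± 0.903. Tas2r106 had 2 wells in liver 1 (ΔCt 29.8) and none in liver 2. Of the Opns, Opn3 had the lowest ΔCt, 23.2 ± 1.41, and Opn1sw had 25.6 ± 1.07, later than Opn3 by 2.09 cycles in liver 1 and 2.57 cycles in liver 2, more than the SD between wells of either gene. Opn4 had 2 wells in liver 1 (ΔCt 29.0) and none in liver 2.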

While the primary focus of this study was on the characterization of hepatic ORs, we did find several T2Rs and Opns as well. As their name implies, bitter T2Rs respond to notably bitter compounds and these receptors and their activators have been found throughout the body. Notably, bitter chemicals have been shown to alter food intake via modulation of ghrelin (Janssen et al., 2011), contribute to lipid metabolism (Cancello et al., 2020), and accelerate microorganism clearance in the ciliated airway (Shah et al., 2009). With respect to the liver, bile acids are extremely bitter substances (Sansome et al., 2020), leading to speculation that some of the identified T2Rs respond to these steroid acids that are produced by the liver. Using both RNAscope and hepatic AML12 cell, we localized a total of 3 bitter T2Rs to hepatocytes, the parenchymal cells of the liver (Tas2r108 and via RNAscope and Tas2r135 and Tas2r143 in AML12 cells). It should be noted that we were unable to confirm the expression of either Tas2r108 in AML12 cells, suggesting that these cells do not fully recapitulate *in vivo* conditions. Nevertheless, the localization of these receptors to the hepatocytes suggest that they may contribute to metabolism and xenobiotic processing. Indeed, ligands for Tas2r108 have been shown to improve glucose tolerance and reduce liver adiposity in a mouse model, and may also have therapeutic value for Polycystic Ovary Syndrome (Wu S. et al., 2019). Expression for this receptor was confirmed in both male and female livers, and while we did not detect any quantifiable sex differences in expression, we do note more Tas2r108 puncta in male livers. Given this receptor’s potential role in glucose tolerance and adiposity, we cannot rule out that it is more highly expressed in livers from male mice. While we have yet to explore the physiological function of these hepatic bitter T2Rs, we speculate that they serve as xenobiotic chemosensors that function in the regulation of metabolic processes. Clearly this hypothesis warrants further testing. 

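In the screen, Tas1r3, whose row of Table 1 reads Tas2r1r3, had a Ct in all 4 wells of both livers and a ΔCt to 18S of 23.8 ± 1.24 (SD, n = 2 livers), the lowest of the TRs. Tas1r1 had 4 wells in liver 1 and 2 wells in liver 2, with a ΔCt of 27.1 ± 1.16. Tas1r2 had 4 wells in liver 1 and 1 well in liver 2, with a ΔCt of 28.4 in liver 1 and 26.9 in liver 2, and so did not meet the rule of at least 2 wells in both livers. Tas1r2 came later than Tas1r1 by 0.453 cycles in liver 1, less than the SD of 0.552 between the wells of Tas1r2, and by 0.595 cycles in liver 2, where Tas1r2 has 1 well. Tas1r1 came later than Tas1r3 by 3.22 cycles in liver 1 and 3.35 cycles in liver 2, more than the SD between wells of either gene.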

While we limited our follow-up to the bitter T2Rs, we also identified several sweet T1Rs (T1Rs; Supplementary Figure 1). Notably, in a T1R2 whole-body knockout mouse line, these mice exhibited increased expression of genes associated with lipogenesis and decreased accumulation of hepatic triglycerides when compared to their wild-type littermates maintained on a high-fat/low-carbohydrate diet (Smith et al., 2016). This finding is particularly remarkable given that the KOs had nearly a twofold increase in caloric consumption, though mitigated by a slight, albeit significant, increase in energy expenditure (Smith et al., 2016). These findings raise the possibility of ectopic TRs having metabolic functions driven in part by the liver.

Finally, we were able to confirm the full-length expression of one non-visual Opn, Opn3. High expression of this receptor in cancerous tissues, including lung adenocarcinomas, correlates with poor prognosis and is linked to enhanced cellular proliferation and epithelial-to-mesenchymal transition (Xu et al., 2020). Indeed, blue light stimulation has been shown to stimulate wound healing (Buscone et al., 2017; Castellano-Pellicena et al., 2019; Ozdeslik et al., 2019) suggesting that Opn3 contributes to cell migration. With regards to liver function, a recent report has shown that it has a role in adiposity and insulin resistance (Sato et al., 2020) and a similar mechanism might be at play in the hepatocytes. How this light-sensing receptor becomes activated in the liver remains to be seen, and future studies using *in vivo* and *in vitro* models should be focused at addressing this open question.

Our discovery that the liver expresses several ORs and TRs, coupled with the liver’s role in nutrient sensing and detoxification, provide promising evidence that sensory receptor signaling contributes vital information to help steer fuel preferences and possibly protect against foreign bodies or cancerous growth. Further research will be required to determine the mechanism of downstream effects of these receptors in the liver. Though there is some evidence that monoterpenes are highly bioavailable through oral administration in humans (Zimmermann et al., 1995), understanding under what circumstances these odorants and tastants are likely to be present in circulation would also improve our understanding of how the liver may be responding to its environment.

## Data Availability Statement

The data generated in this study was deposited into the GEO (accession: GSE157843, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157843).

## Ethics Statement

The animal study was reviewed and approved by Georgetown University Animal Care and Use Committee, Georgetown University.

## Author Contributions

RK, MB, and BS conceived and designed the experiments. RK, LS, MB, DF, and BS performed the experiments. RK and BS analyzed the data. RK and BS wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Sensing Liver: Localization and Ligands for Hepatic Murine Olfactory and Taste Receptors
**Source:** Front Physiol. 2020 Oct 6;11:574082. doi: 10.3389/fphys.2020.574082
**Supplement:** Supplementary file 2

| <b>Supplemental Table 1: Custom TaqMan Array Cards</b> |                |
|--------------------------------------------------------|----------------|
| <b>Gene Symbol</b>                                     | <b>RefSeq</b>  |
| <b>Bitter Taste Receptors (N=35)</b>                   |                |
| Tas2r120                                               | NM_207023.1    |
| Tas2r109                                               | NM_207017.1    |
| Tas2r137                                               | NM_001025385.1 |
| Tas2r124                                               | NM_207026.1    |
| Tas2r108                                               | NM_020502.1    |
| Tas2r143                                               | NM_001001452.1 |
| Tas2r110                                               | NM_199155.2    |
| Tas2r135                                               | NM_199159.1    |
| Tas2r116                                               | NM_053212.1    |
| Tas2r129                                               | NM_207029.1    |
| Tas2r134                                               | NM_199158.1    |
| Tas2r126                                               | NM_207028.1    |
| Tas2r131                                               | NM_207030.1    |
| Tas2r105                                               | NM_020501.1    |
| Tas2r102                                               | NM_199153.2    |
| Tas2r104                                               | NM_207011.1    |
| Tas2r140                                               | NM_021562.1    |
| Tas2r125                                               | NM_207027.1    |
| Tas2r119                                               | NM_020503.2    |
| Tas2r136                                               | NM_181276.1    |
| Tas2r114                                               | NM_207019.1    |
| Tas2r106                                               | NM_207016.1    |
| Tas2r139                                               | NM_181275.1    |
| Tas2r118                                               | NM_207022.1    |
| Tas2r115                                               | NM_207020.1    |
| Tas2r103                                               | NM_053211.1    |
| Tas2r144                                               | NM_001001453.1 |
| Tas2r130                                               | NM_199156.1    |
| Tas2r113                                               | NM_207018.1    |
| Tas2r121                                               | NM_207024.1    |
| Tas2r123                                               | NM_207025.1    |
| Tas2r107                                               | NM_199154.1    |
| Tas2r122                                               | NM_001039128.1 |
| Tas2r117                                               | NM_207021.1    |
| Tas2r138                                               | NM_001001451.1 |
| <b>Taste Receptors for Umami and Sweet (N=3)</b>       |                |
| Tas1r3                                                 | NM_031872.2    |
| Tas1r1                                                 | NM_031867.2    |
| Tas1r2                                                 | NM_031873.1    |

| Opsins (N=5)               |                            |
|----------------------------|----------------------------|
| Opn4                       | NM_001128599.1;NM_013887.2 |
| Opn1sw                     | NM_007538.3                |
| Opn5                       | NM_181753.4                |
| Opn1mw                     | NM_008106.2                |
| Opn3                       | NM_010098.3                |
| Olfactory Receptors (N=44) |                            |
| Olfr78                     | NM_001168503.1;NM_130866.4 |
| Olfr322                    | NM_207693.1                |
| Olfr732                    | NM_146665.2                |
| Olfr558                    | NM_147093.3                |
| Olfr435                    | NM_146653.1                |
| Olfr13                     | NM_146652.1                |
| Olfr658                    | NM_001171477.1             |
| Olfr211                    | NM_146912.1                |
| Olfr177                    | NM_146996.2                |
| Olfr410                    | NM_146707.1                |
| Olfr56                     | NM_010999.2                |
| Olfr90                     | NM_146477.2                |
| Olfr1352                   | NM_147071.2                |
| Olfr166                    | NM_147068.1                |
| Olfr418                    | NM_146651.2                |
| Olfr355                    | NM_146625.1                |
| Olfr314                    | NM_001011760.2             |
| Olfr91                     | NM_182714.2                |
| Olfr287                    | NM_001011780.1             |
| Olfr288                    | NM_001011733.2             |
| Olfr411                    | NM_146709.2                |
| Olfr618                    | NM_147047.2                |
| Olfr273                    | NM_146824.1                |
| Olfr267                    | NM_146920.2                |
| Olfr71                     | NM_019486.1                |
| Olfr15                     | NM_008762.2                |
| Olfr26                     | NM_146783.2                |
| Olfr933                    | NM_146441.1                |
| Olfr646                    | NM_147056.1                |
| Olfr57                     | NM_147041.2                |
| Olfr714                    | NM_147033.2                |
| Olfr11                     | NM_146542.2                |
| Olfr873                    | NM_146561.1                |
| Olfr308                    | NM_146621.1                |
| Olfr935                    | NM_146746.1                |

Kurtz et al.

Sensory Receptors in the Liver

|                       |                            |
|-----------------------|----------------------------|
| Olfr1366              | NM_146283.2                |
| Olfr1428              | NM_146678.2                |
| Olfr1392              | NM_146470.2                |
| Olfr1393; Olfr10      | NM_146471.1;NM_206822.1    |
| Olfr691               | NM_147061.1                |
| Olfr693               | NM_146453.2                |
| Olfr99                | NM_146515.2                |
| Olfr31                | NM_147027.2                |
| Olfr545               | NM_146840.1                |
| <b>Reference Gene</b> |                            |
| Gapdh                 | NM_008084.3;NM_001289726.1 |

# Supplementary material for: The Sensing Liver: Localization and Ligands for Hepatic Murine Olfactory and Taste Receptors
**Source:** Front Physiol. 2020 Oct 6;11:574082. doi: 10.3389/fphys.2020.574082
**Supplement:** Supplementary file 4

**Supplemental Table 3: Gene-specific primers**

| <b>Murine<br/>OR</b> | <b>Forward Primer</b>     | <b>Reverse Primer</b>      | <b>Product<br/>length<br/>(bp)</b> |
|----------------------|---------------------------|----------------------------|------------------------------------|
| Olfr10               | CCTGGTAACCCTGTTGTGGT      | GGTGGTAAAGGGCCTGCAAT       | 181                                |
| Olfr1351             | TGAACACAAGACGCTGTGGA      | AGAAGGTAAGTCCGTTAGTCTGTT   | 548                                |
| Olfr1366             | CTGGTGGCTTTCTCTTGGGT      | TCAATACGGGGGCTACAACC       | 427                                |
| Olfr1386             | AAGAGCAGTTATTCTGAAAGCAAGG | CTCTTAGTCTGTGCCTCTCCC      | 150                                |
| Olfr1428             | TCTTCCTCAAGTTGGTCTGTGAA   | AGGAGCCTAGAATGAGCATGG      | 105                                |
| Olfr15               | GTATGTGGCAGTTTGTCCGC      | ATGACGCTTACTGGGACCAC       | 276                                |
| Olfr1507             | CACCATCAAGCTGCCCTACT      | GGGTTCAGCAGAGGGGTTATG      | 366                                |
| Olfr1508             | CACCATCAAGCTGCCCTACT      | TCAGTAGAGGGGTAAACAGCAG     | 362                                |
| Olfr151              | TGCCGTAGGACTCATCGGTT      | CAGTGTTTTGTCCAGTGCGG       | 466                                |
| Olfr155              | GTGCCGTGCAGATGTTTCTC      | TCATTGCACCACTCTTCCCT       | 730                                |
| Olfr16               | TGGTCATTGTCCCACGGATG      | CAAGGCACACATTCCCTTGC       | 206                                |
| Olfr166              | CTTCTCTCTGGCTTTGTGTGG     | AAGGACTCTTGTGCATGGCCC      | 814                                |
| Olfr177              | CCACAGGAGCCTACATAGCAG     | TTTTCTTCATTGCTCTTTTCATCAC  | 489                                |
| Olfr267              | TCACTGTCCTGGATTACGC       | GGGAACTCACGCAAGCTAGT       | 432                                |
| Olfr308              | AGCTGCAGTCCCAAAAGCTC      | CAGATGGCAAGGTAGCGGTC       | 156                                |
| Olfr418              | AACCCCTTGAGGTA CTGGT      | TAGGCAATGGAGGCACAACC       | 392                                |
| Olfr43               | ACTTCATGATAGGCTTGGCAAAT   | GTCAGGGGGCCGGAAATACAT      | 484                                |
| Olfr544              | CCTTATTGTCTTTGACTGCAACAT  | TCGGTTGAAGATGCGAACAG       | 304                                |
| Olfr545              | CCATTGTCTACCGTGTGGCT      | AGGAATGACCTTACCAGGTGC      | 148                                |
| Olfr554              | GCTGTGGTAAGGGTAGAGCG      | CAAGGAAGATGCCCCGACTCA      | 221                                |
| Olfr558              | AGGCTGTCCTCATCAACCAAA     | TGGAGTCGGTGGTCGTGTAT       | 169                                |
| Olfr56               | CCTTTTCGACACCCTGCTCT      | AACATTGCTGCCCCGTAGAA       | 192                                |
| Olfr57               | AGCACAAGACGCTGTGGATT      | GCTGTCTTTATGTCTTTGTTCCCTCA | 491                                |
| Olfr6                | TCACTGGGTCACTGCACAAG      | TGGATAGCGAAGAGGCCAAC       | 248                                |
| Olfr646              | CTCACCCATCGCTTTGGTCA      | GCCGACTCCGAATCTCCTTG       | 133                                |
| Olfr691              | TGTGCTAGTTGGCATCCCTG      | ATGGGGGACGATGTTGGTTC       | 493                                |
| Olfr73               | CTGTGCCATGCTGGTATTGG      | ACAGATGTGTCAGAGCGTGA       | 162                                |
| Olfr78               | AAGCGACTGGCTTTCTGTCA      | GCCTTAGCTCGCTCAGACTT       | 221                                |
| Olfr873              | TCGCCTCTGTGGCTCTTTAG      | TAAGGAGTTGTGCAGGGTCAC      | 143                                |
| Olfr90               | TCCTGGGATGCTTTGTCCAG      | AACTACTGACTCCACTAGGCCA     | 194                                |
| Olfr904              | CTGCACCAGCACCTATGTCA      | CAAAATTTCCATCTGCTCAGGGT    | 369                                |
| Olfr918              | GCTGACTGGAAATGGCTCCT      | ATACATGAATGCCCTGACCC       | 775                                |
| Olfr99               | CACTGCGCTACTCAGCTCTC      | GAAGTGCACGTGGACAATGCT      | 343                                |
|                      |                           |                            |                                    |
| <b>Murine<br/>TR</b> | <b>Forward Primer</b>     | <b>Reverse Primer</b>      | <b>Product<br/>length<br/>(bp)</b> |
| Tas1r1               | CCTTTCAGGGGCATGCAGTTA     | GCTGCCCCGTAGTCACCATAG      | 766                                |

|                         |                       |                        |                                    |
|-------------------------|-----------------------|------------------------|------------------------------------|
| Tas1r2                  | CTACAACCTCATGCAGGCCA  | CTCCTGGAAGGCAATGCAGA   | 514                                |
| Tas1r3                  | GAGGAACATGTGATGGGGCA  | CCCCGAAGGTAGCTGCATAG   | 968                                |
| Tas2r106                | GCACAGAAATGTTTCCTGGCA | GTCACCTCTGACGTCCTTGTCT | 453                                |
| Tas2r108                | AGTCGCAGAATTGCCTCTCC  | GCCTCATAGCACCCATGTG    | 577                                |
| Tas2r126                | TCCTCTTCAGTTTGGGCACC  | CGGACACCAAGATAGAGCCC   | 285                                |
| Tas2r135                | GAGTGGCCATCAACCTTGGA  | GCAGAACTGAGTACCAGCGT   | 288                                |
| Tas2r137                | GCCCACAAAAGAGCCATGAG  | TGGGAGCATGGCCACAAAT    | 219                                |
| Tas2r138                | AGCTTTCCTGGTTTCCTCGG  | GGAGGAACCTTGTGGACTGG   | 366                                |
| Tas2r143                | AGAGTGGATGAGGAACCGGA  | GCCATGGTATGTGCCTGAGT   | 585                                |
| <b>Murine<br/>OPN</b>   | <b>Forward Primer</b> | <b>Reverse Primer</b>  | <b>Product<br/>length<br/>(bp)</b> |
| OPN1SW                  | CATGCACTGATGGTGGTCCT  | GGGATGGTGACAAGCCGTAA   | 419                                |
| OPN3                    | GTACTCGGGGAACCGTAGTG  | AACGTTTCATAGGCCAGCACA  | 410                                |
| OPN4                    | GCTGTCTTTGGCATCACTTCC | ACGAGTGCCGTTTCGTCTTT   | 119                                |
| <b>OR<br/>Signaling</b> | <b>Forward Primer</b> | <b>Reverse Primer</b>  | <b>Product<br/>length<br/>(bp)</b> |
| GNA1                    | AGGATCCTGCACGTCAATGG  | CGCCACGTAAATGATCGCAG   | 519                                |
| Adcy3                   | CCTTGCCCAACTTTGCTGAC  | TCACAAAGATGGGACCTCGC   | 543                                |

# Supplementary material for: The Sensing Liver: Localization and Ligands for Hepatic Murine Olfactory and Taste Receptors
**Source:** Front Physiol. 2020 Oct 6;11:574082. doi: 10.3389/fphys.2020.574082
**Supplement:** Supplementary file 5

| <b>Supplementary Table 4: Full Length Primers</b> |                                                               |                                                              |                            |
|---------------------------------------------------|---------------------------------------------------------------|--------------------------------------------------------------|----------------------------|
| <b>Murine OR</b>                                  | <b>Forward Primer</b>                                         | <b>Reverse Primer</b>                                        | <b>Product length (bp)</b> |
| Olfr90                                            | ATGGTCAACCAGAGCTCCCC                                          | CAGCCGGGCTTCACTTCC                                           | 932                        |
| Olfr78                                            | ATGAGTTCCTGCAACTTCACCC                                        | CACGTGTTTCCCCCAGCTTC                                         | 962                        |
| Olfr308                                           | ATGATCACAGAGAATTGGACTCT                                       | TCACTTTCTCTTCCATTTCTTCCCT                                    | 927                        |
| Olfr1366                                          | ATGGAACCTTTACTTCTCTCTATATCTC                                  | TCACTTGGAACATATTTTGCTC                                       | 987                        |
| Olfr691                                           | ATGATTCATAGCAACATCACCCC                                       | TCATCCCAAAGGTGAAGAACA                                        | 969                        |
| Olfr558                                           | ATGGTGCGGCTTCAATAGCAA                                         | CTAGTGATCTGAAGTGTGTGTGG                                      | 954                        |
| Olfr57                                            | ATGGAAACAGGAAATGACACTCA                                       | TTATGAAGGTGAATCCATTGATCTGC                                   | 960                        |
| Olfr646                                           | ATGAGCGAAAGTCTCCCAGTC                                         | TCATACTAAGTCCTTCCCCAAGTG                                     | 939                        |
| Olfr15                                            | ATGGAGGTGGACAGCAACAGCT                                        | TCAGCTGGCTCCTCTTCCTTTC                                       | 939                        |
| Olfr177                                           | ATGACTGAGGACAACACTACTCCT                                      | TTATAATCTTTTCTTCATTGCTCTT                                    | 930                        |
| Olfr545                                           | ATGTTGGGTTGGAGCAATGG                                          | TCAGGGGCCTGCACTCAG                                           | 951                        |
| Olfr873                                           | ATGTTCAATTTCAAAGCTGTTC                                        | TTACAACATTCTTCTGTGAAGTCTCT                                   | 960                        |
| Olfr56                                            | ATGGGAATATGGCTGAACGAATC                                       | TCAATGTTGGCTGCCAACCC                                         | 948                        |
| Olfr267                                           | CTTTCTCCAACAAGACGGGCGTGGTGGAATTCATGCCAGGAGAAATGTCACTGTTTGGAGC | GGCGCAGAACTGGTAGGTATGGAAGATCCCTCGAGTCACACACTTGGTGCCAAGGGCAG  | 939                        |
| Olfr99                                            | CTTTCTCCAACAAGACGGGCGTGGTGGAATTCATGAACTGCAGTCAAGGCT           | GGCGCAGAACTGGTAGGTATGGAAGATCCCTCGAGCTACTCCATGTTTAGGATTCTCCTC | 915                        |
| Olfr16                                            | ATGCAGAGAAATAACTTCACTGA                                       | TTAAGAAGTGTTTCTGCCCA                                         | 930                        |
| <b>Murine TR</b>                                  | <b>Forward Primer</b>                                         | <b>Reverse Primer</b>                                        | <b>Product length (bp)</b> |
| Tas2r106                                          | ATCTGTAGAGATGCTGACTGTAGCAGAAGG                                | CTACCATGTCACTCTGACGTCCTTGTC                                  | 937                        |
| Tas2r108                                          | ATGCTCTGGGAACTGTATGT                                          | CTACTTGTAGAAACAGAAAATCTTCT                                   | 894                        |
| Tas2r126                                          | ATGCTACCAACATTATCAGTTTTCT                                     | CTAGGCCACCCAGAATCCCC                                         | 927                        |

|                       |                                           |                                            |                                    |
|-----------------------|-------------------------------------------|--------------------------------------------|------------------------------------|
| Tas2r135              | ATTCGAGAGACTTCTTAGAGCAA<br>CAAACCTACCCTTC | TCAGCAGCAGCCCCTCTTTATCAC<br>C              | 1002                               |
| Tas2r137              | ATGAGATTTATGAACAGAACAAG<br>CA             | TTATGAAGCAGAGGGTCCCT                       | 1002                               |
| Tas2r138              | ATGCTGAGTCTGACTCCTGTC                     | TCAGAGTGTCTGTTGGGAGGA                      | 996                                |
| Tas2r143              | ATGCCCTCCACACCCACATT                      | CTAAAACCTCATCTTCAGGGCCT                    | 882                                |
| Tas1r1                | ATG CTT TTC TGG GCA GCT<br>CAC CTG C      | T CAG GTA GTG CCG CAG CGC                  | 2528                               |
| Tas1r2                | ATG GGA CCC CAG GCG AGG                   | CTA GCT CTT CCT CAT CGT GTA<br>GCC CTG AAT | 2531                               |
| Tas1r3                | ATG CCA GCT TTG GCT ATC ATG<br>GGT CTC    | TCA TTC ATT GTG TCC CTG AGC<br>TGC CT      | 2576                               |
| <b>Murine<br/>OPN</b> | <b>Forward Primer</b>                     | <b>Reverse Primer</b>                      | <b>Product<br/>length<br/>(bp)</b> |
| OPN1SW                | ATGTCAGGAGAGGATGACTTTTA<br>CC             | TCAGTGAGGGCCAACTTTGCT                      | 1041                               |
| OPN3                  | ATGTACTCGGGGAACCGTAG                      | TTATAGAGGACGCACTTGGATGA                    | 1203                               |

How the deposited data were processed for this re-analysis (not part of the article)

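The screen measured whole liver cDNA of 2 male C57BL6 mice on a custom TaqMan array card. The authors ran the cards on a real-time PCR system, read them out with its SDS software and deposited the Ct of each well, in PCR cycles and without normalization. The threshold and baseline settings, the software version and the rule by which wells were left blank are not stated in the text. The deposited table has 1 column for each liver, both of which were matched to a liver by name, and 4 cells for each of 96 assays. Within a column the cells of an assay are sorted by value, so wells cannot be paired between genes. No rule separates blank wells from those marked undetermined, and both were treated as wells without a Ct.

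From these values the wells of each assay were averaged within each liver, without the wells that had no Ct, and the mean Ct of 18S in the same liver was subtracted to give ΔCt. Values were then averaged over the 2 livers, with the SD between livers. Where a receptor had a Ct in 1 liver only, its value is that liver's and its spread is the SD between wells. A receptor was counted as detected with at least 2 wells in each of 2 livers. This rule was written for 3 wells and was applied as written to the 4 wells found. With 1 condition and 2 livers, no comparison between groups of animals was possible, and no p-value was computed between livers. The genes named were those of Table 1, 18S, Gapdh and every array gene in the paper's text, together with up to 10 receptors outside Table 1 that met the detection rule, of which there were 0.

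ORs with and without a full-length product in Table 1 were compared in mean ΔCt by a two-sided exact permutation test, and receptors of all classes by a two-sided permutation test with 100000 resamples and seed 1. Counts were compared by Fisher's exact test. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The steps were tested on simulated data: the detection rule returned 67 of the 67 simulated genes that met it among 200, ΔCt had a mean absolute error of 0.209 cycles over 192 simulated genes, and the permutation test gave a p-value under 0.05 in 1 of 40 simulated comparisons without a difference and in 39 of 40 with a difference of 3 SD. These runs check the code and not the accuracy or power in the real data. The 67 genes were defined by the same rule. Simulated wells were lost at random, whatever their Ct, and each gene had the same ΔCt in both livers. The simulated groups were smaller, and their difference larger in SD, than in the comparisons of Table 1.

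The alternatives for detection were at least 1 well, at least 3 wells (planned as all 3), 1 of the 2 livers, and wells with a Ct under 35. A mean ΔCt at or under 27.5 or 25 was also tried, as a limit added to the rule of 2 wells in each liver. For ΔCt they were wells without a Ct set to 40 cycles, the median of the wells, and the mean of linear values. Gapdh was tried as the reference, and each liver was left out in turn. These choices and the design were fixed before the data were examined. A rule of all 4 wells, liver 2's 18S as the reference for both livers or for liver 1's wells, Gapdh as the reference in liver 1 alone, liver 2's ΔCt raised by the median difference between the livers, and the comparison of full-length products among receptors with full-length primers in Supplementary Table 4, with and without that raise, were added after the data had been seen. Genes were compared within each liver, beside the SD between wells, because the SD between livers holds the shift of the reference. Subtracting 18S well by well was not run, because the wells are not paired.

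The precision is limited by n = 2 livers and by the late Ct values of most receptors. Supplementary Table 1 lists 87 receptors, and the RefSeq entries of 86 are mouse entries of the annotation GRCm38.p6, which was used for names and the order of neighbouring genes. The exception is Olfr658. The paper's text names no genome build and no coordinates are given. The end-point PCR, RNAscope, cell line and luciferase experiments were not analysed here.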

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

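The tests in this part were chosen after the values had been seen. The screen has 1 condition, so no biological explanation was tested.

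Rtp3, a gene of the receptor transporter family that the paper does not discuss, had a Ct in all 4 wells of both livers, with a mean Ct of 24.8 over the 2 livers (24.6 in liver 1 and 24.9 in liver 2). In liver 1 it came 6.28 cycles before the earliest receptor on the card, Olfr99. This argues against genomic DNA left in the RNA as its source, since genomic DNA that gave Rtp3 this Ct would bring the 75 receptor assays within 1 exon to about the same cycle in assays of like sensitivity. The earliest of these 75, Olfr99, came 6.28 cycles later in liver 1, where the SD between the Rtp3 wells was 0.133 cycles, and 28 of them had no Ct in either liver. The Rtp3 assay also carries the supplier's mark for an assay across an exon junction. Whether the Rtp3 assay also detects a paralog stays open: 0 of the 16 wells of the Rtp1 and Rtp2 assays had a Ct, but no tissue with those transcripts was on the cards.

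Gnat3, a G protein subunit that the paper does not discuss, had a Ct in all 4 wells of liver 1, with a mean of 35.5 (SD between wells 1.16), and in none of the 4 wells of liver 2. Its mean lies before those of the 12 receptors of Table 1 that were measured in liver 1 alone, which range from 35.7 to 36.6. Why Gnat3 has no Ct in liver 2 was not tested.

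Outside Table 1, 5 receptors had a Ct in 2 wells of liver 1 and in no well of liver 2, and are named here after their values were seen: Olfr1392 with a mean Ct of 36.02 in liver 1, Olfr1428 with 33.1, Olfr166 with 36.9, Olfr288 with 35.6 and Tas2r144 with 35.4. Olfr1428 was earlier than many receptors of Table 1. The 2 wells of these receptors lay a median of 1.84 cycles apart, with a range of 0.112 (Olfr166) to 3.23 (Tas2r144). The 5 receptors of Table 1 with 2 wells in liver 1 lay a median of 0.615 cycles apart, with a range of 0.353 to 2.05. The ranges overlap, so a few molecules of transcript and sporadic late amplification cannot be told apart from these wells: each group has 5 receptors and liver 2 gives no value. Olfr1428 stands apart from both readings. Its wells came at 32.7 and 33.5, near the mean of Opn1sw in liver 1 (33.2), which had a Ct in all 4 wells. Why the other 2 wells of Olfr1428 are blank is not recorded.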

How the results depend on the processing

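The number of detected receptors depended on the rule and on liver 2. Requiring 1 of the 2 livers raised it from 15 to 35 (21 ORs), with the 15 all kept. It ranged from 15 to 35 across the fits that each left out one liver (ORs from 5 to 21), and the value without liver 2 was the higher one. A mean ΔCt at or under 25, asked of the 15 in addition, left 9 receptors (3 ORs, 5 TRs and 1 Opn). Counting only wells with a Ct under 35 left 11 receptors (3 ORs, 6 TRs and 2 Opns), a total within 1.5 times the count of 15. A rule of all 4 wells in each liver, chosen after seeing the data, left 8 (3 ORs, 4 TRs and 1 Opn). These changes follow from stricter or looser rules on the same wells. With at least 1 well in each liver 18 receptors were detected, and with at least 3 wells 13. A mean ΔCt at or under 27.5, asked of the 15 in addition, also left 13. All were within 1.5 times the count of 15.

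The median difference in ΔCt between the livers was 1.51 cycles with 18S, reversed to -0.296 with Gapdh, and was 1.01 with wells without a Ct set to 40 cycles. The reversal follows from the unequal shift of the 2 references; which of them tracks the amount of cDNA was not tested. The rank of Olfr57 among the ORs of Table 1 moved from 7 to 10 with Gapdh. With Gapdh in liver 1 alone, a setting chosen after seeing the data, the rank was 7. This setting is no check, since within 1 liver a change of reference shifts every gene alike and cannot alter a rank. For the same reason, the move can only come from ranking a mean of 2 livers against receptors with values in liver 1 only. The rank ranged from 6 to 7 across the fits that each left out one liver, where liver 2 alone ranks 7 ORs.

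The difference in ΔCt between ORs with and without a full-length product was -1.69 over both livers and ranged from -1.40 to -1.11 across the fits that each left out one liver. For all classes it was -2.46 and ranged from -1.98 to -1.17. Without liver 1 these values rest on fewer receptors. The values over both livers are enlarged by the lower ΔCt of liver 2, since receptors with a product were measured there more often. With liver 2's ΔCt raised by the median difference between the livers, chosen after seeing the data, the differences were -1.39 for ORs and -2.03 for all classes, on the same side of 0.05 as before. Among receptors with full-length primers in Supplementary Table 4, also chosen after seeing the data, they were -2.06 for ORs (two-sided exact permutation test, p = 0.0511) and -2.70 for all classes (two-sided permutation test, p = 0.00168). Setting wells without a Ct to 40 cycles kept the direction and the side of 0.05 of both tests.

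Setting wells without a Ct to 40 cycles raised the ΔCt of 17 of the 31 genes with a paper value by more than their SD. None of the 31 moved by more than its SD with the median of the wells. The mean of linear values leaves the 12 receptors measured in liver 1 only as they are, and neither it nor leaving out a liver can move a mean of 2 livers by more than their SD, so these settings are no check of the values. With liver 2's 18S for both livers, chosen after seeing the data, 23 of the 31 were lower by more than their SD. Subtracting 18S well by well was not run, since the wells are not paired, and the alternatives without liver 1 give no value for the 12 receptors of Table 1 that liver 2 lacks. No paired analysis was possible because the livers form 1 group.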

Differences from the paper's values

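The paper states 30 identified receptors, and 15 met the detection rule used here. For ORs the paper states 17 and 5 met the rule. Of the alternatives set before the data were examined, a rule of 1 of the 2 livers, and liver 1 alone, gave 35 receptors and 21 ORs, within 1.5 times the paper's counts, and both sets hold all 30 receptors of Table 1. The other alternatives did not close the gap. The ΔCt limits, the limit of 35 cycles and the rule of at least 3 wells could only lower the count, so they could not have closed it.

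The ΔCt values of 24 receptors in Table 1 were lower than those computed here by more than the spread between livers, or between wells where 1 liver had values. For ORs, the paper's value and the value here were 22.5 and 24.3 for Olfr267, 25.4 and 27.0 for Olfr1366, 25.8 and 28.0 for Olfr691, 26.2 and 27.5 for Olfr558, 26.3 and 28.2 for Olfr57, 26.6 and 28.9 for Olfr646, and 26.7 and 29.0 for Olfr78. They were 26.9 and 29.2 for Olfr15, 26.9 and 29.5 for Olfr177, 26.9 and 29.2 for Olfr308, 27.1 and 29.2 for Olfr90, 27.3 and 29.4 for Olfr418, 27.3 and 29.0 for Olfr545, 27.4 and 29.8 for Olfr873, and 27.5 and 29.3 for Olfr56. For TRs, the paper's value and the value here were 23.5 and 24.8 for Tas2r135, 23.7 and 24.9 for Tas2r143, 25.2 and 26.4 for Tas2r126, 25.7 and 27.6 for Tas1r2, 25.8 and 27.1 for Tas1r1, 26.4 and 27.6 for Tas2r138, and 27.5 and 29.8 for Tas2r106. For Opns, they were 24.3 and 25.6 for Opn1sw and 26.7 and 29.0 for Opn4. The paper's values for the other 7 of the 31 genes, Gapdh among them, were also lower, but within the spread between livers. Over all 31 genes the gap ran from 0.817 to 2.55 cycles. The spread between livers holds the shift of the reference, so lying within it does not show that a value matches the paper's.

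Of the alternatives set before the data were examined, the mean of linear values came within its spread of the paper's value for Tas2r135 (24.6), Tas2r143 (24.7) and Tas1r1 (26.9). The median of the wells did so for Tas2r135 (24.8) and Tas2r143 (24.9), and liver 2 alone for Tas2r143 (24.1) and Tas2r138 (27.0). With the median, both values moved by little from the main ones while the SD between livers widened, to 1.30 for Tas2r135 and 1.40 for Tas2r143. That SD holds the shift of 18S, so these gaps to 23.5 and 23.7 were not closed. None of the alternatives came within the spread for the other 20 receptors. Over the 31 genes with a paper value, the median difference from the paper was 1.74 cycles. Liver 2 alone, set before the data were examined, gave 0.462 cycles over the 19 genes it measured, with 7 of the 19 within the spread. The other such settings gave 1.58 cycles (median of the wells), 1.69 (mean of linear values), 2.11 (liver 1 alone) and 2.66 (wells without a Ct set to 40 cycles). With liver 2's 18S subtracted from both livers, a setting chosen after seeing the values, 30 of the 31 were within the spread, and the median absolute difference was 0.150 cycles. With liver 2's 18S subtracted from liver 1's wells, also chosen after seeing the values, 25 of the 31 were within the spread, and the median absolute difference was 0.180 cycles. Counts within the spread do not rank these settings, since the second uses only the spread between wells. By distance, 8 values were within rounding of the paper's with both livers and 10 with liver 1's wells. The largest absolute difference was 1.02 cycles with both livers and 0.885 with liver 1's wells.

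The paper's Table 1 places Tas2r135 and Tas2r143 ahead of Tas2r108. Over both livers here, Tas2r108 ranks 2, Tas2r135 ranks 3 and Tas2r143 ranks 5 among the TRs of Table 1. In liver 1 alone, Tas2r135 ranks 3, ahead of Tas2r108 at 4 as in the paper, and Tas2r143 ranks 5. In liver 2 alone, Tas2r108 ranks 2, Tas2r135 ranks 3 and Tas2r143 ranks 4. The differences of Tas2r135 and Tas2r143 from Tas2r108 within each liver were smaller than the larger SD between wells.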

Other observations

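All tests in this part were chosen after the values had been seen, except the comparison of ΔCt between receptors with and without a full-length product over all marks of Table 1. Each is a description of these 2 livers and this list of receptors. With 1 condition, no biological explanation was tested.

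Liver 2 had fewer measured receptors than liver 1. The same smaller amount of cDNA in every assay would shift all assays alike, but 18S was shifted by 1.81 cycles more than Gapdh, which argues against it. Single-molecule sampling was tested on the 65 receptors with 0 to 3 wells in liver 1, which gave a Ct in 51 of 260 wells of liver 1 and in 0 of 260 wells of liver 2. Receptors without a Ct in liver 1 were included, because leaving them out would select for wells in that liver. With the median shift of the shared receptors, 0.771 cycles, at least 29.9 wells with a Ct would be expected in liver 2, and with the shift of 18S, 2.28 cycles, at least 10.5. These numbers argue against sampling noise with the measured shift as the whole cause. A difference between the livers, and late amplification without template on the card of liver 1, stay open and were not tested. Wells left out of liver 2 whatever they gave are a candidate explanation that cannot be told apart from these. Of the 13 assays with a mean Ct under 34 in liver 2, 5 lack a well (Gapdh, Olfr99, Opn3, Tas2r108 and Tas2r143). Of the 16 with such a mean in liver 1, 2 lack a well (Olfr1428 and Olfr355; two-sided Fisher's exact test, p = 0.192). Among such assays measured in both livers, 0 of 14 lack a well in liver 1 and 5 of 13 in liver 2. This count goes with wells left out, but it drops Olfr1428 and Olfr355 for having no Ct in liver 2. Which blank wells were run is not recorded.

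Wells without a Ct were marked undetermined in 27.2% of cases in liver 1 (62 of 228) and 1.25% in liver 2 (4 of 319; two-sided Fisher's exact test, p = 1.45e-21), as would be seen if the cards had been written out in different ways. This bears on how empty wells are read, and does not show which wells lacked template.

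Late Ct values gathered just under whole cycles. Of 198 wells with a Ct over 30, 71 (35.9%, 95% Wilson interval 29.5% to 42.7%) had a fraction of a cycle of 0.9 or more, where chance gives 10% (two-sided exact binomial test, p = 1.48e-22). Up to 30 cycles the count was 2 of 23. The share was 28.0% from 30 to 34 cycles (23 of 82), 29.6% from 34 to 36 cycles (21 of 71) and 60.0% over 36 cycles (27 of 45), so within the late wells it rose only over 36 cycles (27 of 45 against 44 of 153; two-sided Fisher's exact test, p = 0.000187). This is consistent with a readout effect of late amplification that is strongest over 36 cycles. Both livers showed it, 33.3% of late wells in liver 1 and 42.6% in liver 2, with lower bounds of 26.2% and 30.3%, which argues against a fault of one card. The instrument's threshold settings were not examined. The SD between late wells may understate the error of a Ct where wells fall on the same whole cycle, as for the 2 wells of Olfr57 in liver 2.

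Most receptor genes have a single coding exon, and 75 receptor assays carry the supplier's mark for an assay within 1 exon, so genomic DNA could give a Ct. Of these 75 assays, 16 had a Ct in all 4 wells of liver 1 and 28 had none. The variance of the number of wells was 2.39, against 0.929 expected for one level and a largest value of 1.71 in 100000 simulated draws, which argues against genomic DNA at one level in assays of equal sensitivity. All 75 assays are for ORs or bitter T2Rs, so the Opns and the sweet or umami TRs are not covered by this test. For the receptors of these 75 assays, early and late alike, genomic DNA with assays of unequal sensitivity stays open, since no mock reverse transcription was on the cards. Against it, the methods describe a DNase I digest of the RNA, and mock reactions ran in parallel in the end-point PCR, on separately made cDNA, by which Table 1 marks the expression of 26 receptors as found again.

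The 6 bitter T2Rs measured in both livers, Tas2r137, Tas2r108, Tas2r138, Tas2r143, Tas2r135 and Tas2r126, belong to one group of 8 neighbouring genes of the mouse annotation, with Tas2r139 and Tas2r144. None of the 27 other bitter T2Rs was measured in both livers, among them a group of 24 neighbours (two-sided Fisher's exact test, p = 1.73e-05). Groups were formed with at most 50 protein-coding genes between neighbours. Shared regulation of the group is a hypothesis that was not tested. Assays that detect the other T2Rs poorly cannot be told apart from absent transcripts, because 11 of the 27 gave at least 1 well in liver 1 but no tissue with known T2R expression was on the cards.

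Full-length products, as marked in Table 1, were more common among receptors measured in both livers. Table 1 marks 27 receptors as with or without a product, but Supplementary Table 4 lists no full-length primers for Olfr1393, Olfr418 and Opn4, which are marked as without. Among the 24 with listed primers, 11 of the 12 measured in both livers had a product (all but Opn1sw), and 2 of the 12 others had one, Olfr78 and Olfr177 (two-sided Fisher's exact test, p = 0.000644). For ORs the counts were 4 of 4 and 2 of 11 (two-sided Fisher's exact test, p = 0.0110). With all marks of Table 1, the counts were 11 of 13 and 2 of 14 over all classes (p = 0.000423) and 4 of 5 and 2 of 12 for ORs (p = 0.0276; both two-sided Fisher's exact test).

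The mean ΔCt was 26.8 for the 6 ORs with a product and 28.5 for the 11 marked as without, a difference of -1.69 cycles (two-sided exact permutation test over ORs, p = 0.111). Over all classes it was 26.0 for 13 receptors with a product and 28.4 for 14 marked as without, a difference of -2.46 cycles (two-sided permutation test, p = 0.0031). These means mix values over both livers with values of liver 1 only, and ΔCt was lower in liver 2, where receptors with a product were measured more often, so the differences are enlarged: over all classes the difference was -1.98 in liver 1 alone and -1.17 in liver 2 alone. With liver 2's ΔCt raised by the median difference between the livers, it was -2.03 over all classes (two-sided permutation test, p = 0.00474) and -1.39 for ORs (two-sided exact permutation test, p = 0.114). Among receptors with listed primers and with the same raise, it was -2.26 over all classes (two-sided permutation test, p = 0.00208) and -1.72 for ORs (two-sided exact permutation test, p = 0.0591). The values over all classes are consistent with more template of the receptors with a product, whereas the ΔCt of ORs leaves this open. Part of the link between product and ΔCt is built in if effort followed expression, since the methods state that full-length primers were used on the receptors with the highest expression. Receptors, not animals, are the units of these tests, and T2Rs are more frequent among those with a product.

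Gnal, which encodes the olfactory G protein and which the paper detected by end-point PCR in whole liver (Figure 3C), had a Ct in 1 of 4 wells of liver 1 (37.0) and in none of liver 2.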
